# Plasticity Regulators Modulate Specific Root Traits in Discrete Nitrogen Environments

**DOI:** 10.1371/journal.pgen.1003760

**Published:** 2013-09-05

**Authors:** Miriam L. Gifford, Joshua A. Banta, Manpreet S. Katari, Jo Hulsmans, Lisa Chen, Daniela Ristova, Daniel Tranchina, Michael D. Purugganan, Gloria M. Coruzzi, Kenneth D. Birnbaum

## Abstract

Plant development is remarkably plastic but how precisely can the plant customize its form to specific environments? When the plant adjusts its development to different environments, related traits can change in a coordinated fashion, such that two traits co-vary across many genotypes. Alternatively, traits can vary independently, such that a change in one trait has little predictive value for the change in a second trait. To characterize such “tunability” in developmental plasticity, we carried out a detailed phenotypic characterization of complex root traits among 96 accessions of the model *Arabidopsis thaliana* in two nitrogen environments. The results revealed a surprising level of independence in the control of traits to environment – a highly tunable form of plasticity. We mapped genetic architecture of plasticity using genome-wide association studies and further used gene expression analysis to narrow down gene candidates in mapped regions. Mutants in genes implicated by association and expression analysis showed precise defects in the predicted traits in the predicted environment, corroborating the independent control of plasticity traits. The overall results suggest that there is a pool of genetic variability in plants that controls traits in specific environments, with opportunity to tune crop plants to a given environment.

## Author Summary

Plants can dramatically alter their development in order to cope with new environmental conditions. Such plasticity is especially evident in the root system since it adopts a particular architecture under one condition, but can change architecture by altering the extent of lateral root branching in a different condition. To explore the extent of root plasticity to the critical nutrient nitrogen we analyzed a natural population of the model plant *Arabidopsis* in both nitrogen-limiting and nitrogen-rich environments. This revealed that root architecture plasticity appears to be the combined effect of many individual root responses to the environment that are independently modulated. Each aspect, such as lateral root length, number, or density seems to be turned on or off separately, giving the whole system flexibility. We then identified specific genes that control these individual component responses by exploring the genetic variation across the natural population in combination with analyzing which genes respond to nitrogen. Together the results help us gain insights into how the environment shapes plant development. This knowledge can be used to better understand how the growth of our existing crop species might change as the climate varies, and identify new crop varieties that will be robust to such variation.

## Introduction

Nitrogen is a limiting nutrient in plant growth that is typically taken up from the soil by the root system [1]. However, because the soil environment often varies over space and time, a single genotype needs to adjust its root architecture in response to different soil conditions, an example of developmental plasticity. One imperative in agriculture is to develop crops that can grow efficiently while reducing expensive and environmentally detrimental nitrogen supplements; current high yield crops are typically optimized for a single environment of high nitrogen. To breed crops for different or naturally fluctuating nitrogen environments, mechanisms that mediate traits conditioned on the environment may be important targets of crop improvement.

In plants, root architecture is a complex phenotype that arises from adult meristematic activity in primary and lateral roots and lateral root initiation [2], [3]. These traits collectively determine the root's three-dimensional body plan, where specific shapes can provide advantages in certain environments [4]. For example, deeper primary roots are often associated with plants with a greater tolerance to drought [5], [6]. The dynamic and patchy nature of the soil environment also appears to make the post-embryonic adjustment of the body plan a valuable attribute. For example, a strong association was found between local proliferation of lateral roots and nitrogen uptake in competition assays in grasses [7], [8]. Collectively, these studies show that different attributes of root architecture and the ability of individuals to adjust that architecture can confer advantages in the heterogeneous soil environment.

Here, we systematically characterize the way in which root traits can vary in different environments across accessions in one species, *Arabidopsis thaliana*. At one extreme, a set of traits may be correlated (or anti-correlated) such that trait 1 and 2 may both consistently increase, decrease or show opposite trends in a new environment when examined in many different accessions [7]. At the other extreme, traits may be independent with respect to each other, such that a change in trait 1 has no predictive value in a change in trait 2 when examining many genotypes [4].

We expect that specific genes mediate the response to extrinsic signals to affect intrinsic development programs [2]. For example, genes that mediate the activation of transient stem cell niches in the pericycle will influence lateral root density [4]. In previous work, plasticity mechanisms active in the pericycle were found to coordinate the control of root initiation and outgrowth by nitrogen. It was found that an increase in expression of the transcription factor *Auxin Response Factor 8* in response to high nitrogen treatment decreased lateral root growth and increased lateral root initiation [9]. This was an example of trait coupling that could result in an anti-correlation between traits across many genotypes. Another study showed that C∶N ratio appeared to specifically control lateral root initiation without strongly influencing other root traits – a potential example of trait independence [10]. A few other cases of regulatory genes that control root architecture in response to nitrogen have been identified [11], [12]. However, the overall level of customization of phenotype to environmental variation and the genetic architecture underlying plasticity are not well understood.

To characterize the tunability of root traits in response to different environments, we merge concepts from two different fields. The field of phenotypic integration has documented the level of correlation vs. independence in traits, typically across different genetic variants within a species or a set of closely related species [13]. The field of phenotypic plasticity has documented the ability of single genotypes to show variable phenotypes in different environments [13]–[15]. Here, we examine the correlation vs. independence of the difference in root traits in two environments to ask how finely the plant can manipulate its developmental plasticity. In addition, we also seek to determine the genetic mechanisms that mediate plasticity, as there is growing interest in the genes underlying phenotypic plasticity [13], [16], [17].

By carrying out comparative phenotypic analysis of key features of root architecture, we have been able to both analyze the correlation of individual root traits as well as assess the extent of plasticity within and between root traits that form root architecture. The use of genomic expression profiling in combination with high-density genetic marker association analysis enabled identification of genes implicated in controlling independent root parameters. By combining the phenotypic and genomic analyses we were able to functionally validate a number of new root regulators that mediate the response to nitrogen levels in discrete environments.

## Results and Discussion

### Root traits display a high degree of independence across nitrogen environments

We characterized the level of correlation vs. independence in root plasticity by asking how traits vary in two distinct nitrogen environments among 96 well-characterized natural accessions or ecotypes of the model species *Arabidopsis thaliana* [18] (see Materials and Methods). We define developmental plasticity as the ability of a single genotype to exhibit different phenotypes in different environments. If root trait differences in the two environments are correlated, accessions should exhibit similar suites of changes in root architecture in distinct nitrogen environments. Alternatively, if a high level of trait independence exists, genotypes that are similar in one nitrogen environment could alter a subset of root traits in a new nitrogen environment.

To address this hypothesis, we first clustered accessions based on seven root traits capturing root size and architecture (see Methods) in each of the two environments: high and low nitrogen (Figure 1). There was a dramatic rearrangement of the tree topology in the two environments, as shown by the dispersal of clusters formed in low nitrogen mapped onto the high nitrogen phenotype tree (Figure 1). To observe trait behaviors, we also clustered accessions based on their trait differences in the two nitrogen growth conditions, and mapped average trait differences in each accession onto the tree as bar graphs (Figure 2A,B) or a heatmap (Figure S4). In one example, NFA-8 and Sq-8 have similar architectures on low nitrogen, but exhibit much different phenotypes in the high nitrogen environment, where Sq-8 outgrows lateral roots much more dramatically (Figure 2C). In another clade, Kas-2 is a super-responder, dramatically increasing almost all root traits measured in high nitrogen to the extreme levels observed (Figure 2C). On the other hand, roots of Bil-7 are almost completely unresponsive to nitrogen (Figures 1,2A). Overall, the cluster analysis indicates that sharing a phenotype in one nitrogen environment does not predict similarity in root architecture in a second nitrogen environment, arguing that different trait responses are independent of one another.

**Figure 1:**
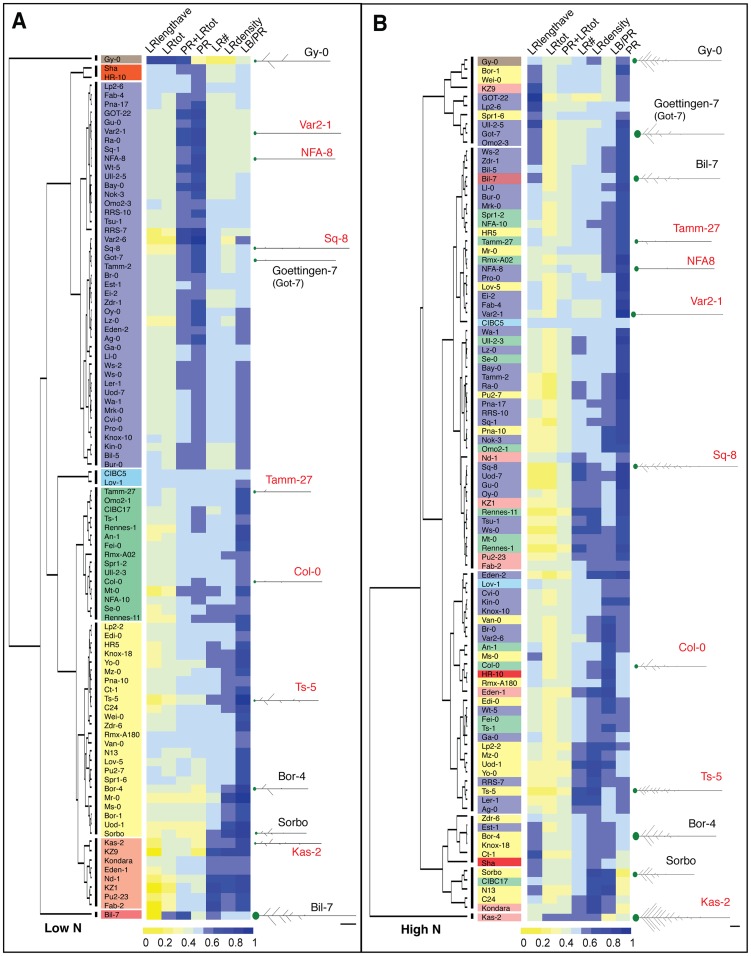
Clustering of 96 accessions grown on high nitrogen and low nitrogen based on root traits. (A) Clustering based on low N traits (scaled) forms eight clusters, which are indicated by vertical lines next to the dendrogram. Accessions within correlated groups (clusters) are highlighted in different colors. (B) Clustering based on high N traits (scaled) forms six clusters. The cluster designations in low N are highlighted in the same color as used in (A), illustrating the alternate topologies in different environments. (A–B) Adjacent to each dendrogram is a heatmap visualizing the scaled trait values for each ecotype; see color scale bar for values. Several examples of average seedling root architecture are shown for the seven accessions chosen for expression analysis (red text) and five additional accessions to illustrate root architecture in each cluster. Scale bars = 1 cm.

**Figure 2:**
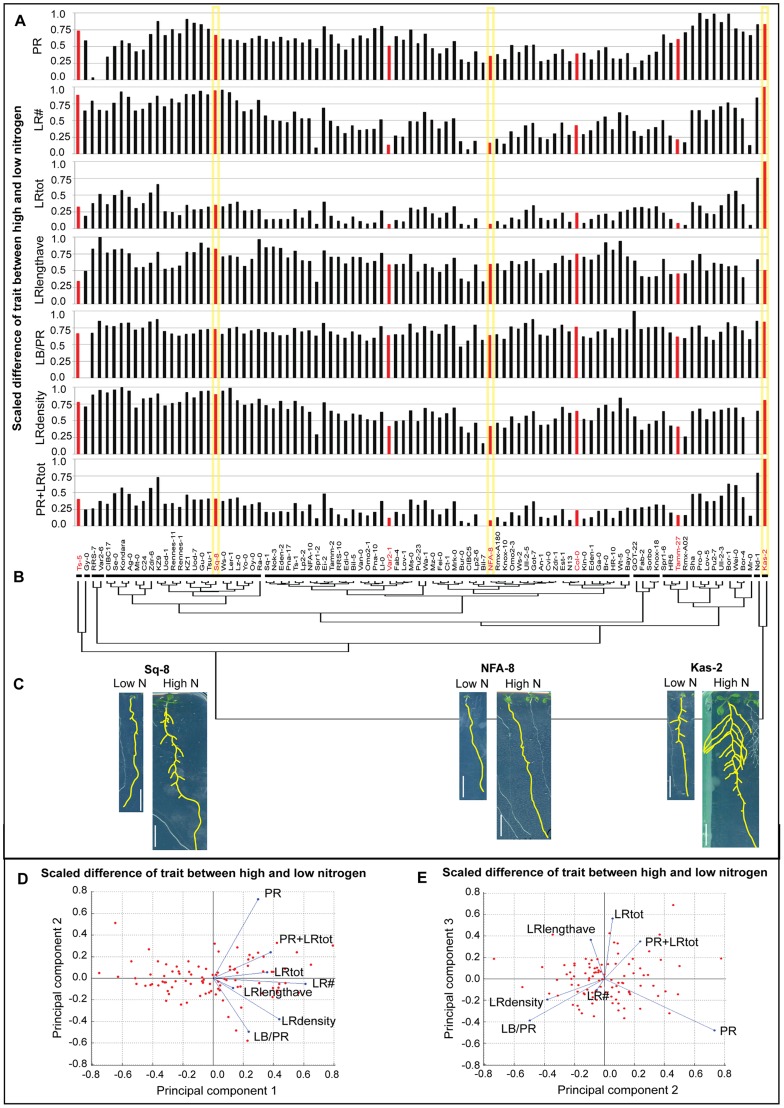
Changes in root traits among natural variants in two different nitrogen environments. The difference between root trait values on low and high nitrogen (δ highN-lowN) is represented in the form of individual bar charts (A) and trait differences were used to form a dendrogram of accessions resulting in nine clusters as indicated by horizontal lines (B); the seven accessions chosen for expression analysis are highlighted in red. (C) Images of low N and high N grown seedlings from representative accessions of a ‘strong N-responder’ Sq-8, a ‘weak N-responder’ NFA-8, and the ‘super N-responder’ Kas-2 with yellow highlighting on their trait difference values on (A); scale bars = 1 cm. (D–E) PCA analysis of the δ highN-lowN for the seven accessions. Red markers indicate position of 96 accessions as determined by their trait values in the given principal components. Blue lines represent vectors that quantify the magnitude and direction of a trait's contribution to that axis. For example, in (E), an accession with a high score in PC3 will have a high LRtot value. PC2 is not informative for LRtot but accessions with a long primary root (PR) will score highly on this axis. The percent variability explained by PCs 1, 2 and 3 are 64%, 17%, and 10%, respectively.

### Independence of root traits underlies plasticity responses to nitrogen

We used a Principal Components Analysis (PCA) to investigate the degree of correlation vs. independence in the root traits. In the first PC, which accounted for 64% of variation, almost all traits showed the same magnitude and direction in their contribution (Figure 2D, blue lines). This trend suggested that the greatest variation among the difference of traits on high compared to low nitrogen were correlated changes in traits, meaning overall size differences (Figure 2D). However, the different traits made highly varied contributions to the second and third PCs, as shown by the vectors (blue lines) representing the magnitudes and sign of trait coefficients in each component (Figure 2E). The second and third components represented about 17% and 10% of the variance, respectively, indicating a substantial amount of variation in these two components. Interestingly, the star-shaped configuration of the coefficient vectors indicates that traits are highly orthogonal in the space of the second and third principal components. In other words, traits show a high degree of independence and lack of correlation. The same trends were found in a PCA analysis of trait data from high or low nitrogen conditions or the combined high plus low nitrogen dataset (Figure S5). The substantial variation in PCs 2 and 3 shows that there is a significant component of variation in which traits vary freely among accessions in the transition from one environment to another.

Similarly, a mixed model ANOVA of the trait data showed that almost all traits have accession-by-treatment interactions (see Methods). For example, in the ANOVA model, Kas-2 has a high interaction coefficient in LRtot, in which it changes phenotype dramatically in the two nitrogen conditions (Figure 2C). In a different type of trait interaction, Kas-2 also has a high interaction coefficient in L_B_/PR (root length between hypocotyl and most distal lateral root), but it is one of the few accessions to show almost no phenotypic difference between nitrogen environments (Table S5). Overall, the analysis shows that individual accessions adjust to differing nitrogen environments with variable increases in overall size, which demonstrates trait correlation as in PC1. However, there is a prominent secondary source of variability in which traits vary independently among the accessions and between environments, as demonstrated in PCs 2 and 3. The result shows that much of the variation observed when growing the 96 accessions in two environments is comprised of overall size effects, but, importantly, another large component of variation reflects a high level of fine tuning of each accession to a particular nitrogen environment.

### Distinct sets of genes associate with specific root traits in the two environments

To identify mechanisms involved in plasticity, we employed a genome-wide association study (GWAS) [19]. We associated known SNPs with root traits from plants grown on low or high nitrogen environments, or the difference in a trait value between the two environments (Table S6). In addition, we calculated the total proportion of trait heritability that the SNPs explain (Tables S6,S7). We used 96 accessions, as previous work suggested this number is sufficient to identify associations with relatively strong effect [19]. In total, we found 53 highly significant SNP hits that could be grouped, based on proximity, into 17 SNP groups (a SNP window included all genes within 10 kb on either side of the SNP and such intervals were joined into “groups” if their windows overlapped). In total, the 17 SNP groups encompassed 106 genes (Table S8). Surprisingly, out of 17 SNP groups, only a third of the groups associated with the same trait in the two nitrogen environments. This could mean that we either lacked power to detect SNPs in one environment, or, that there is genetic variation that specifically influences phenotype in one environment. We sought to test the hypothesis that specific genes mediate distinct traits in one nitrogen environment by testing whether mutants in any of the genes found within intervals showed a phenotype in the associated trait in the predicted environment. We focused on lateral root average length because 7 SNP groups encompassing 53 genes showed high significance and because a number of insertional mutants were available for genes in these windows (Table S8).

### Transcriptional changes to nitrogen influx corroborate genetic associations

We sought to narrow candidates within genomic intervals that were implicated by SNPs by focusing on potential plasticity regulators that showed variable gene expression among accessions or between conditions or both. Thus, we profiled root gene expression of seven accessions that represent diverse root architectures (Col-0, Kas-2, Var2-1, Tamm-27, NFA-8, Sq-8, Ts-5; Figures 1,2A–C) using ATH1 microarrays in response to a 2-hour treatment of nitrate vs. control to identify early growth regulators that respond to new conditions (Methods; Table S9). 

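Root RNA from 7 accessions was hybridised to ATH1 arrays, on which 22810 probe sets of short oligonucleotide elements measure transcripts designed on the Col-0 sequence. Plants had grown hydroponically for 12 days with 0.5 mM ammonium succinate and 3 mM sucrose, and were then given 5 mM KNO3 or, as the control, 5 mM KCl for 2 hours before whole roots were harvested. There were 3 arrays for each of the 14 combinations of accession and treatment, 42 in all. The authors discarded probe elements that behaved as outliers against Col-0 in each accession and treatment and then normalized the arrays with MAS5, and the deposited values are the resulting signal intensities on a linear scale. Array medians lay between 97.8 and 158 (median 109) and array means between 307 and 355, and 49.5 to 62.5% of the probe sets of an array reached a signal of 100, the cutoff for detection given in the Methods. For the values below, log2(signal + 1) was fitted with limma to the 14 group means for the 6590 probe sets that match a single nuclear gene in the platform annotation and have a mean signal of at least 100, with Benjamini-Hochberg adjustment and the paper's false discovery rate of 0.1. A nitrogen response is the log2 ratio of KNO3 over KCl, and the number of arrays per group limits its precision. The control probe sets of GAPDH, actin and ubiquitin, which measure the 3' and the 5' end of each transcript and so report RNA integrity and the length of labelled fragments, separated the arrays. On the log2 scale the mean ratio of 3' over 5' signal was 0.0532 to 1.722 on 24 arrays and 2.702 to 4.569 on the other 18, which were 10 KCl and 8 KNO3 arrays of the 6 accessions other than Col-0. By group it was highest in Kas-2 (3.78 in KCl and 3.09 in KNO3) and lowest in Col-0 (1.07 and 0.775) and in KNO3-treated Sq-8 (0.963).

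**Figure D1:**
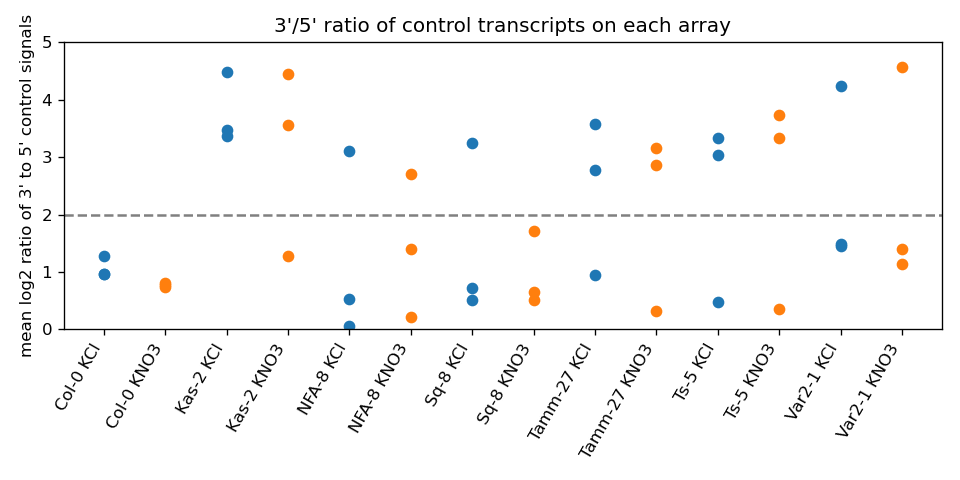
Mean log2 ratio of the 3' over the 5' control probe sets of 3 transcripts (y axis) for each of the 42 arrays, by accession and treatment. All 6 Col-0 arrays lie below the dividing value of 2, and 18 arrays of the other accessions lie above it.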

ANOVA followed by a model simplification assignment (FDR<0.1, see Methods and Tables S10, S11) identified 5,043 genes that varied among accessions but with no response to nitrogen and 279 genes with a range of effects due to nitrogen (Figure 3). Of these 279 genes, 29 genes responded to nitrogen in all accessions with no accession-specific variation in the degree of response or direction of nitrogen-regulation (“nitrogen-only effect”). 

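Signals differed among accessions for 3943 of the 6590 probe sets tested. Sequence differences from the Col-0 probes can also cause such calls, and they were not separated here from differences in expression. Among the genes with the smallest p-values, some had a signal far below 100 in single accessions. AT4G29200 had a mean signal of 1449.8 in KCl-treated Kas-2 and 21.3 in KCl-treated Col-0, and AT5G45500 had 3290 in Col-0 and 18.5 in NFA-8 (adjusted p = 2.61e-14 for each, limma F-test, 3 arrays per group). AT3G01520 was likewise low in NFA-8 alone (19.7, against 551.5 to 1469.4 in the KCl arrays of the other accessions), AT3G19520 in Ts-5 (21.8, against 248 to 328), and AT1G73490 was lower in Var2-1 but above 100 (117, against 724 to 2136). By contrast AT5G26270 stood out by a high signal in Tamm-27 (4497.1, against 63.6 to 1137). The shoot photosynthesis genes PSAE1 (1360 in KCl-treated Tamm-27, against 48.2 to 412 in the KCl arrays of the others, adjusted p = 0.00754) and RCA (2763, against 252 to 823, adjusted p = 0.0132), read as markers of other tissue, also differed among accessions. The model simplification assigned 2610 probe sets to the accession-only class, 10 to the nitrogen-only class (2 higher and 8 lower in KNO3), 63 to the nitrogen, accession class (33 higher and 30 lower) and 25 to the nitrogen*accession class. No preferred direction is read from the 10, a class that held 12 with quantile normalization and 31 over all probe sets whatever the number of genes. On the arrays of high 3' to 5' ratio alone AT4G29200 and AT5G45500 lost the call among accessions (adjusted p = 0.148 and 0.193), as AT3G19520 did on those of low ratio (adjusted p = 0.277), subsets that hold fewer accessions and were chosen after the ratios were seen. Single arrays moved the smaller classes. The nitrogen-only class held 18 probe sets without Sq-8 KNO3 replicate 1, 16 without Tamm-27 KCl replicate 3, Tamm-27 KNO3 replicate 2 or Ts-5 KCl replicate 2 and 6 without Ts-5 KCl replicate 3, the nitrogen, accession class 101 without Ts-5 KCl replicate 2, and the nitrogen*accession class 16 without Kas-2 KNO3 replicate 1 or 2 and 62 without Sq-8 KNO3 replicate 2.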

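Of the genes with the largest averaged responses of the same direction in all 7 accessions, 4 fell into the nitrogen-only class. AT4G09620 was higher in KNO3 (log2 fold change averaged over the accessions 1.07, SE 0.23, adjusted p = 0.0214), while PGD2, which encodes a 6-phosphogluconate dehydrogenase of the oxidative pentose phosphate pathway, was lower (-0.39, SE 0.088, adjusted p = 0.0294). AT5G10780 (-0.55, SE 0.13, adjusted p = 0.0322) and AT1G04790 (-0.71, SE 0.19, adjusted p = 0.0915) were lower as well. The size of these responses varied, with AT4G09620 at 0.12 in Col-0 and 2.07 in Sq-8 (SE 0.60 in each accession), but the interaction did not pass the test for any of the 4 (adjusted p from 0.826 to 0.989, limma F-test). Of the 29 genes in the paper's nitrogen-only class 13 are in the tested set, and 9 of these passed the test of the averaged response. The paper drew that class from the same arrays, so this count is not independent evidence. AT1G04790 lost its call in 29 of the 42 fits that each left out 1 array (adjusted p up to 0.182), and also with a block for the replicate number. On the arrays of low 3' to 5' ratio alone, an analysis chosen after the ratios were seen, none of the 4 passed.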

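Averaged over the 7 accessions, 52 probe sets responded to nitrogen, 25 of them higher and 27 lower in KNO3, and 24 of the 52 had the same sign in every accession. AT1G49500 had the largest increase, a log2 fold change of 1.86 (SE 0.42, adjusted p = 0.0294, limma). AT3G52960, which encodes the plastid peroxiredoxin II E, rose by 1.43 (SE 0.21, adjusted p = 3.81e-04), from 0.27 in Var2-1 to 2.65 in Kas-2 (SE 0.55 in each accession). AT5G45500 rose by 1.33 (SE 0.29, adjusted p = 0.0242), AT1G51540 by 0.98 (SE 0.22, adjusted p = 0.0321) and AT3G51950 by 0.89 (SE 0.17, adjusted p = 0.00909). Smaller increases were those of AT5G08010 (0.70), AT3G03180 (0.62) and AT5G25070 (0.55). Among the genes that fell, AT3G13780 changed by -0.86 (SE 0.20, adjusted p = 0.0354), the ubiquitin-conjugating enzyme UBC28 by -0.70 (SE 0.12, adjusted p = 0.00263) and the stromal ascorbate peroxidase SAPX by -0.69 (SE 0.14, adjusted p = 0.0107). AT2G04940 (-0.61), AT5G08200 (-0.50), AT3G51130 (-0.45) and AT3G20510 (-0.43) were also lower in all 7. Within single accessions Col-0 had no response of its own past the threshold (0 in limma, 36 at an unadjusted p under 0.05). That test took 1 spread per probe set over all 14 groups. In the tested set the replicates of Col-0 were closer (median r squared 0.791) than those of Ts-5 (0.431) or Sq-8 (0.489). The shared spread can thus be too large for Col-0, and the 0 does not show that responses are absent there. On the 4 accessions with at least 2 arrays of low 3' to 5' ratio in both treatments, a subset chosen after the ratios were seen, the averaged response gave 0 probe sets (limma, 350 at an unadjusted p under 0.05). On the 3 with at least 2 arrays of high ratio, chosen likewise, it gave 56, with 20 of the 52 among them. No accession is in both subsets, so ratio and accession cannot be told apart there. With that ratio as a covariate in the fit over all arrays the averaged response gave 116, the 52 among them. AT3G20510 lost its call in 28 of the 42 fits without 1 array (adjusted p up to 0.149) and AT3G03180 without Col-0 KNO3 replicate 2 (adjusted p = 0.102).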

123 genes responded to nitrogen across all accessions, with the same direction of response in all accessions but with a variation in the degree of response (“nitrogen, accession effect’). The remaining 127 genes had a nitrogen*accession interaction effect whereby the direction and/or degree of nitrogen regulation varied over the seven accessions. 

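The interaction of nitrogen and accession passed the test for 13 of the 6590 probe sets (limma F-test, 408 at an unadjusted p under 0.05), a count that is set against other splits of the arrays and against the discarded probe elements in the closing section. In NFA-8 the histone H2B gene HTB11 rose by 2.80 (SE 0.36) and AT2G33220, which encodes a GRIM-19 subunit of mitochondrial complex I, by 2.25 (SE 0.31), while both were lower in KNO3 in Ts-5 (-1.82 and -1.99; interaction adjusted p = 3.32e-05 for each). AT5G19510, a subunit of translation elongation factor 1B, rose by 3.09 in Kas-2 (SE 0.39) and changed by -0.07 in Col-0, and AT4G21110 rose by 2.13 in Kas-2 (interaction adjusted p = 0.00493 for each, and 3.00e-04 and 6.02e-05 for Kas-2 against the mean of the other 6). AT5G45510, the neighbour of AT5G45500, had 1.88 in Tamm-27 and 2.50 in Ts-5 against -0.89 in NFA-8 (interaction adjusted p = 0.00493). Tamm-27 set the pattern of AT4G26410 (-2.19, interaction adjusted p = 0.029), AT2G32090 (1.92, 0.029) and the isoleucyl-tRNA synthetase gene AT4G10320 (-1.97, 0.0374), and Kas-2 those of AT3G22290 (-2.04, 0.0284) and AT2G39795 (-1.31, 0.0268). Measured against the mean response of the other 6, 20 probe sets differed in Kas-2 (9 higher and 11 lower), 15 in Ts-5 (6 and 9), 4 in Tamm-27 (1 and 3) and 2 in NFA-8, and 0 in Col-0, Sq-8 and Var2-1 (limma, 79, 651 and 198 at an unadjusted p under 0.05). On the arrays of low 3' to 5' ratio alone, chosen after the ratios were seen, which leaves Col-0, NFA-8, Sq-8 and Var2-1, the interaction gave 3, and of the 10 genes named HTB11 and AT2G33220 kept the call. On those of high ratio alone, which leaves Kas-2, Tamm-27 and Ts-5, HTB11 (adjusted p = 0.115), AT2G33220 (adjusted p = 0.169), AT3G22290 and AT2G32090 lost it and the other 6 kept it. Single arrays moved these counts as well. For the interaction there were 23 without Sq-8 KCl replicate 1, 21 without Sq-8 KCl replicate 2 and 8 without Tamm-27 KCl replicate 1, and without that array or Tamm-27 KNO3 replicate 3 the calls of AT4G26410, AT2G32090 and AT4G10320 were lost (adjusted p up to 0.161), the last also without Tamm-27 KCl replicate 3 or Tamm-27 KNO3 replicate 2. Without Kas-2 KNO3 replicate 2 AT3G22290 was lost (adjusted p = 0.100). For 1 accession against the other 6, Kas-2 had 11 without Kas-2 KCl replicate 1, 6 without Kas-2 KCl replicate 3, 7, 5 and 45 without Kas-2 KNO3 replicates 1, 2 and 3, 35 without Tamm-27 KNO3 replicate 3 and 34 without Var2-1 KCl replicate 1. Ts-5 had 36 without Ts-5 KCl replicate 1, 44 without Ts-5 KCl replicate 3, 31 without Ts-5 KNO3 replicate 1, 62 without Ts-5 KNO3 replicate 3 and 30 without Var2-1 KNO3 replicate 1, Tamm-27 had 0 without Tamm-27 KCl replicate 1 (limma, 309 at an unadjusted p under 0.05) and 8 without Tamm-27 KNO3 replicate 3, NFA-8 had 5 without NFA-8 KNO3 replicate 2, and Sq-8 had 115 and 59 without Sq-8 KCl replicates 1 and 2 and 121 and 79 without Sq-8 KNO3 replicates 2 and 3, 5 without Col-0 KNO3 replicate 2, Var2-1 KCl replicate 1 or Var2-1 KNO3 replicate 1, 7 without Var2-1 KNO3 replicate 3, and 10, 1 and 9 without Ts-5 KCl replicate 3, Ts-5 KNO3 replicate 2 and Ts-5 KNO3 replicate 3.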

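Each accession's own response was tested as KNO3 against KCl over 3 arrays each, with 1 spread per probe set from all 14 groups. Of the 149 calls outside Col-0, 2 lie in probe sets with the same discarded elements in both lists of that accession. Such probe sets number from 963 in Ts-5 to 4416 in Var2-1, of 22746. The closing section sets these calls against the discarded elements. Kas-2 had 56 responding probe sets (30 higher, 26 lower), led by AT3G15630 (3.55, adjusted p = 0.0861), AT4G29780 (3.12, 0.00897, against the mean of the other 6 accessions 0.0659) and, among those that fell, the disease resistance gene CSA1 (-2.57, 0.0803) and AT5G47030, the delta subunit of the mitochondrial ATP synthase (-2.39, 0.0589, against the others 0.0641). Ts-5 had 51 (25 higher, 26 lower), with the chloroplast calcium sensor CaS (3.83, 0.0558) and CSA1 (2.98, 0.0451) higher and XTH18, which encodes a xyloglucan endotransglucosylase of the cell wall, lower (-3.02, 0.0625). The shoot photosynthesis genes PSAE1 and RCA had 2.48 (SE 1.21) and 1.64 (SE 1.00) in Ts-5 and did not pass (adjusted p = 0.492 and 0.605). CSA1 thus went in opposite directions in Kas-2 and Ts-5, and each differed from the mean of the other accessions (adjusted p = 0.0641 and 0.0544). XTH18 also differed in Ts-5 from the others (0.0564), while CaS (0.155) and AT3G15630 (0.200) did not pass that test. Sq-8 had 27 (8 higher, 19 lower), such as AT1G50290 (3.29, 0.0579), AT1G51540 (3.00, 0.0391) and AT2G36680 (-2.52, 0.0498), of which none differed from the other accessions (0.174, 0.179 and 0.110). Tamm-27 had 12 (4 higher, 8 lower), among them AT5G67430 (-4.01, 0.0229) and AT1G28680 (-2.29, 0.0136), which did not differ from the others either (0.410 and 0.286). In NFA-8 3 rose, HTB11, AT2G33220 and ILR3, a bHLH transcription factor of iron homeostasis (1.57, 0.0750, against the others 0.456), and Var2-1 had 0 (limma, 258 at an unadjusted p under 0.05). In Var2-1 replicate 1 correlated with replicates 2 and 3 at r squared of 0.543 and 0.476 in KCl and 0.276 and 0.307 in KNO3. Replicates 2 and 3 had 0.918 and 0.940 with each other. With array weights, a fit that did not converge fully, the count in Var2-1 was 1038, so the 0 does not show that responses are absent there. Most calls of the genes named here were lost when single arrays were left out, mainly but not only arrays of the accession itself. Of the genes named, the call ended for AT3G15630 without Kas-2 KCl replicate 3, any Kas-2 KNO3 replicate, Col-0 KCl replicate 3, NFA-8 KCl replicate 1 or NFA-8 KNO3 replicate 1 (adjusted p up to 0.525), for AT4G29780 without Kas-2 KNO3 replicate 2 (0.113), for CSA1 in Kas-2 without Kas-2 KCl replicates 1 or 3 or Kas-2 KNO3 replicates 2 or 3 (up to 0.546) and in Ts-5 without Ts-5 KCl replicate 3 or Ts-5 KNO3 replicate 2 (up to 0.165), for AT5G47030 without any Kas-2 KCl replicate or Kas-2 KNO3 replicates 1 or 2 (up to 0.357), for CaS without Ts-5 KNO3 replicates 1 or 2 (up to 0.136), for XTH18 without Ts-5 KCl replicates 2 or 3 or Ts-5 KNO3 replicates 1 or 2 (up to 0.207), for AT1G50290, AT1G51540 and AT2G36680 without Sq-8 KCl replicate 3 or Sq-8 KNO3 replicate 1 (up to 0.516), for AT5G67430 without Tamm-27 KCl replicate 1 or Tamm-27 KNO3 replicate 1 (up to 0.431), for AT1G28680 without Tamm-27 KCl replicate 2 or Tamm-27 KNO3 replicates 1 or 3 (up to 0.228) and for ILR3 in 5 fits (up to 1.00). Without Kas-2 KCl replicate 3 or Kas-2 KNO3 replicates 1, 2 or 3 Kas-2 had 13, 14, 14 and 95, and without Sq-8 KCl replicate 3, Tamm-27 KNO3 replicate 3, Ts-5 KNO3 replicate 3, Var2-1 KCl replicate 1 or Var2-1 KNO3 replicate 1 it had 85, 86, 87, 90 and 94. Without Sq-8 KCl replicates 1, 2 and 3 Sq-8 had 205, 101 and 0 and without its KNO3 replicates 1, 2 and 3 it had 0, 178 and 133 (limma, for the 2 counts of 0 446 and 394 at an unadjusted p under 0.05), without Ts-5 KCl replicates 1 and 3 and Ts-5 KNO3 replicates 2 and 3 Ts-5 had 90, 78, 18 and 139, without Tamm-27 KCl replicates 1 and 2 and Tamm-27 KNO3 replicate 1 Tamm-27 had 6, 4 and 2, and NFA-8 had 5 without NFA-8 KNO3 replicate 2. A single probe set passed in Col-0 without Col-0 KCl replicate 3 or Ts-5 KCl replicate 2 and in Var2-1 without Ts-5 KCl replicate 2 or Var2-1 KNO3 replicates 2 or 3.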

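The paper's 123 genes of the nitrogen, accession class and 29 of the nitrogen-only class, which were defined on these arrays, so that their direction is not independent evidence, were looked up in the fit. In the first class 56 had a higher and 67 a lower averaged signal in KNO3, with a median absolute log2 fold change of 0.557, and 57 had the same sign in all 7 accessions. In the second 13 were higher and 16 lower, 11 of them with the same sign throughout, with a median absolute change of 0.597. Only 53 and 13 of these genes are in the tested set, since the platform annotation names fewer probe sets than the annotation used by the authors and 15 and 3 of the genes have a mean signal under 100, and 32 and 9 of them passed the test of the averaged response. Model simplification placed 45 of the 53 and 8 of the 13 in the class that the paper gives.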

To validate the expression analysis for nitrogen responses, we analyzed the 152 genes that responded across all accessions (29 genes with nitrogen effect only; 123 genes with nitrogen and accession effect; Table S11). These 152 core response genes include two key nitrate response genes (*AtNRT2.1* (nitrate transporter 2.1, At1g08090) and *NIR1* (nitrite reductase, At2g15620)) and there is an overrepresentation of the GO term ‘response to nitrogen’ (8 genes, *P* = 1.06E-02). In addition, there is an overrepresentation of a number of metabolic functional terms including GO term ‘cellular metabolic process’ (78 genes, *P* = 3.88E-04) and GO term ‘small molecule biosynthetic process’ (23 genes, *P* = 6.69E-03), supporting common nitrogen regulation of cellular and metabolic pathways.

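NRT2.1, the high-affinity nitrate transporter, had a higher mean signal in KNO3 than in KCl in each of the 7 accessions. Its log2 fold change averaged 1.82 (SE 0.49) and was largest in Sq-8 (3.57) and Ts-5 (3.29) and smallest in Var2-1 (0.33, SE 1.31 in each accession), while its signal ranged from 73.8 in KCl-treated Tamm-27 to 5198 in KNO3-treated Col-0. Over all 22746 probe sets, to which it was compared because its probe set has no entry in the annotation and was named by Table S11, the adjusted p was 0.144 (limma), and the call was made with array weights and in 7 of the 42 fits without 1 array (adjusted p from 0.0119 to 0.993 over the alternatives other than these fits). The paper instead tested nitrogen among genes past a model threshold. With its steps over all probe sets, chosen after the values were seen, 118 of the 123 genes of the nitrogen, accession class kept that class. NIR1, which reduces nitrite in the plastid, rose by 1.63 (SE 0.34, adjusted p = 0.0258), with 2.685 in NFA-8, 2.595 in Tamm-27 and 0.06 in Var2-1 (SE 0.89 in each accession). In a list of 23 regulators of the nitrate response fixed before the data were examined 3 members were in the tested set, HHO3 (0.84, SE 0.16, adjusted p = 0.0107), HHO2 (0.35, adjusted p = 0.690) and NRG2 (0.16, adjusted p = 0.779). HHO3, a GARP-type transcription factor induced by nitrate, rose, which makes 1 higher and 0 lower in the list (limma, also 1 and 0 adjusted over the list alone). As a set the 3 tested members were higher than other genes (camera adjusted p = 0.00127, and adjusted p = 0.0183 with an estimated correlation). This set test covers 3 of the 23 genes, of which HHO3 alone passed by itself. Outside the tested set LBD37, a repressor of nitrogen-responsive genes, had 0.68 (adjusted p = 0.169), the nitrate reductase NIA2 0.68 (adjusted p = 0.357) and the dual-affinity transporter NRT1.1 0.26 (adjusted p = 0.727). On the arrays of low or of high 3' to 5' ratio alone, subsets chosen after the ratios were seen, NIR1 and HHO3 lost their calls. The paper names both genes and an enriched term for the response to nitrogen as a check of its expression analysis; the enrichment itself is not analysed here.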

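Reductant for nitrite reduction in roots comes from the oxidative pentose phosphate pathway and passes to ferredoxin, and a list of 12 genes of this supply had 3 members in the tested set. All 3 encode 6-phosphogluconate dehydrogenases and they did not move together. PGD2 is lower in KNO3, whereas PGD1 (0.74, SE 0.21, adjusted p = 0.153) and PGD3 (1.00, SE 0.33, adjusted p = 0.240) had higher averages that did not pass the test, so the list had 0 higher and 1 lower (limma, 2 higher and 1 lower when adjusted over the list alone) and as a set it was not different from other genes (camera adjusted p = 0.506). With array weights PGD1 (adjusted p = 0.00989) and PGD3 (adjusted p = 0.0278) passed, as PGD1 did with the 3' to 5' ratio as a covariate or its class as a block, both chosen after the ratios were seen, and in 5 of the 42 fits without 1 array, and PGD3 in 1 of them. RFNR2, the root ferredoxin-NADP reductase, lies outside the tested set and rose by 1.49 over all probe sets (SE 0.31, adjusted p = 0.0265). Of the lists of organic acid metabolism and ammonium assimilation, the cytosolic isocitrate dehydrogenase cICDH was tested (-0.22, adjusted p = 0.531), and the glutamate synthase GLU1, named by Table S10, had 1.08 (adjusted p = 0.613). The metabolic GO terms themselves are not analysed here.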

**Figure 3:**
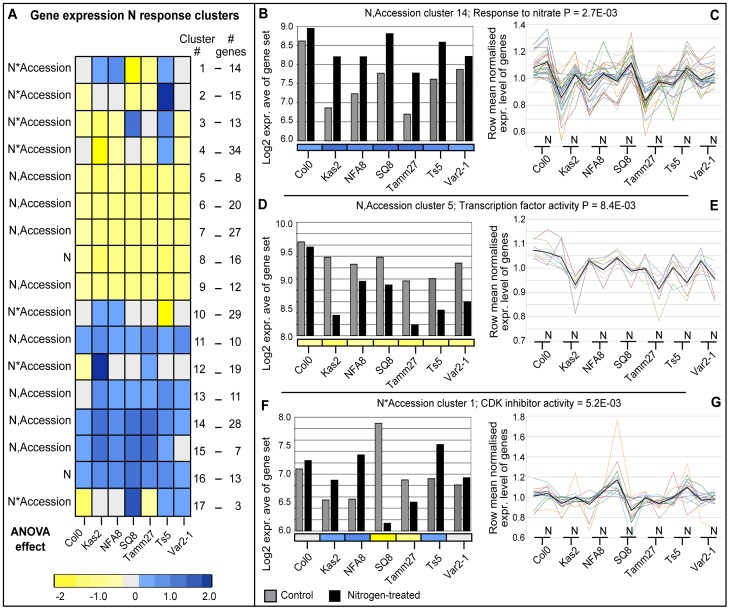
Global expression analysis of genes differentially regulated by nitrogen across representative accessions. (A) A heatmap showing cluster patterns of N responses across accessions ordered by clustering on Euclidean distance; see color scale bar for log2 fold change magnitude and direction. Among N*Accession genes, the GO terms ‘response to stimulus’ (30 genes, *P* = 8.5E-03), and ‘RNA binding’ (9 genes, *P* = 8.1E-03) were both overrepresentated; BioMaps GO term overrepresentation analysis. (B,D,F) Average log2 microarray expression values for three representative gene response clusters in control and N-treated experiments. (C,E,G) Row mean (per gene)-normalized expression levels of individual genes are plotted for all genes within the three clusters shown in B,D,F (colored lines), together with the centroid for each cluster (black line); lines are used to connect expression levels between accession control and N-treated experiments for visualization purposes. (B,C) A N-induced cluster in all accessions (N,Accession cluster 14, *n* = 28) in which ‘response to nitrate’ is overrepresented (2 genes, *P* = 2.7E-03). (D,E) A N-repressed cluster in all accessions (N,Accession cluster 5, *n* = 8), in which ‘nucleic acid binding transcription factor activity’ is overrepresented (3 genes, *P* = 8.4E-03). (F,G) A N-regulated cluster with differential induction in accessions (N*Accession cluster 1, *n* = 14), in which ‘cyclin-dependent protein kinase (CDK) inhibitor activity’ is overrepresented (1 gene, *P* = 5.2E-03).

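All 28 genes of this cluster had a higher averaged signal in KNO3, 8 of the 11 in the tested set passed the test of the averaged response, and over all probe sets 10 of the 28 did. Their mean log2 response was 0.93 (SE 0.13) over the 7 accessions and ran from 0.36 in Var2-1 and 0.42 in Col-0 to 1.17 in Sq-8 and 1.48 in Kas-2 (SE 0.33 in each accession). Next to NRT2.1, NIR1 and HHO3 it held AT3G52960, the glutathione transferase GSTF14 (1.51, SE 0.33, adjusted p = 0.0402 over all probe sets), the carbonic anhydrase BCA4 (0.93, SE 0.21, adjusted p = 0.0480) and the abscisic acid receptor RCAR3 (0.71, SE 0.17, adjusted p = 0.0736), which rose. ARR6, a cytokinin response regulator, had 1.30 (SE 0.34, adjusted p = 0.112) and the AP2-type transcription factor RAP2.1 1.38 (SE 0.39, adjusted p = 0.184). AT5G14330, also a member, rose by 1.07 in the tested set (SE 0.28, adjusted p = 0.0790) and lost that call in 24 of the 42 fits without 1 array (adjusted p up to 0.154). The paper chose these genes by their response on the same arrays, so the shared direction is not independent evidence, and the examples other than NRT2.1, NIR1, HHO3, AT3G52960 and AT5G14330 were chosen after their values were seen.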

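None of the 8 genes of this cluster had a higher averaged signal in KNO3, and their mean log2 response was -0.57 (SE 0.065). It was largest in Kas-2 (-0.96) and Tamm-27 (-0.83) and close to 0 in Col-0 (-0.09, SE 0.17 in each accession). AGP10, which encodes an arabinogalactan protein of the cell surface, fell by 0.99 (SE 0.20, adjusted p = 0.0258 over all probe sets, limma), AT1G56020 by 1.01 (SE 0.23, adjusted p = 0.0402) and the protein kinase PK3 by 0.48 (SE 0.11, adjusted p = 0.0564). The members that encode transcription factors did not pass the test over all probe sets, namely AT1G20640, the NIN-like protein NLP4 (-0.45, adjusted p = 0.276), the homeobox gene KNAT5 (-0.38, adjusted p = 0.255) and TAFII15, a TBP-associated factor (-0.30, adjusted p = 0.321). In the tested set are 2 of the 8, and both passed. The paper selected the cluster on these arrays, so its direction is not independent evidence, and the genes named here were chosen after their values were seen.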

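Averaged over the 14 genes, the log2 response to nitrate was -1.73 in Sq-8 (SE 0.21), 0.73 in NFA-8 and 0.65 in Ts-5, and the mean over all 7 accessions was -0.02 (SE 0.079), with 6 of the 14 genes on the higher side. AT5G24000 changed by -3.08 (adjusted p = 0.0201 for Sq-8 over all probe sets, limma) and BPM6, a BTB/MATH adaptor of ubiquitin ligases, by -2.44 (adjusted p = 0.0356). KRP3, the CDK inhibitor of the cluster, had -0.55 in Sq-8, -0.04 averaged over the accessions and an interaction adjusted p of 0.720. AT4G26410 is 1 of the 2 members in the tested set and the 1 whose interaction passed there, but it had -0.39 in Sq-8 and its lowest response in Tamm-27 (-2.19), and over all probe sets 2 of the 14 passed, AT4G26410 and AT5G24000 (adjusted p = 0.0436 and 0.0774). Another CDK inhibitor, SIM, was tested and had -0.04 (SE 0.15, adjusted p = 0.980). The paper chose the cluster on these arrays, which is not independent evidence, and AT5G24000 and BPM6 were singled out after their values were seen.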

We also defined a more stringent list of regulated genes following the hypothesis that genes controlling the nitrogen response of root traits across accessions should have varied nitrogen-response levels across accessions. To generate such a “stringent set” of candidate genes, we took genes that showed a significant nitrogen*accession effect in ANOVA (127 genes) and those in expression clusters that correlated with average lateral root length in either low or high nitrogen or the difference between the two levels of nitrogen (321 genes).

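Hierarchical clustering of the responses of the 6590 tested probe sets over the 7 accessions gave 43 clusters of more than 50, of which the largest had 215. Their mean responses were set against average lateral root length, on low nitrogen, on high nitrogen and as the difference, and 304 probe sets lay in clusters whose absolute r with at least 1 of the 3 exceeded 0.7. For high nitrogen alone there were 199 probe sets in 3 clusters and for low nitrogen 88 in 1 cluster. Permuting the trait over the accessions in every order gave medians of 207 and 211, and as many probe sets or more in 0.540 and 0.657 of the orders (exact, one-sided). Of the paper's 127 nitrogen*accession genes, 69 had a higher and 58 a lower averaged response, 46 were in the tested set and 12 of these passed the interaction test, with 23 placed in the nitrogen*accession class after simplification. The paper drew these genes from the same arrays, so the overlap is not independent evidence.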

We then conducted a reverse genetic screen in Col-0 to ask whether GWAS refined by expression analysis could identify genes that mediate specific traits in specific nitrogen environments. As a proxy for examining the phenotypic effects of natural alleles, we evaluated T-DNA mutants in 13 genes that fit two criteria for predicting a specific phenotype: the genes were found within genomic intervals associated with lateral root average length and their transcripts demonstrated a significant ANOVA effect (accession-only, nitrogen or nitrogen*accession effect) among the seven profiled accessions (13/53; Table S8).

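Model simplification gave 9 genes of these intervals a class, in each case the accession-only class and not a class with nitrogen. By the limma F-test among accessions alone, AT4G03020 (adjusted p = 0.0357) and AT4G02940 (adjusted p = 0.0602) passed too, without being placed in a class. Such differences were common, since 3943 of the 6590 tested probe sets passed that F-test and 2610 fell into the accession-only class. The lateral root length intervals hold 53 genes in Table S8, 26 of them with a probe set named here and 14 in the tested set, and the 9 were AT3G16350, the jacalin-related lectins JAL33 and JAL34, the cyanase gene CYN, AT4G02840, PhzC, AT4G02920, AT4G02930 and AT4G03030. CYN had a mean signal of 1068 in KCl-treated Col-0 and 172 in KCl-treated Kas-2 (adjusted p = 5.78e-04, limma F-test among accessions, 3 arrays per group). AT4G02840, a small nuclear ribonucleoprotein, ranged from 421 in Tamm-27 to 1208 in Kas-2 in KCl (adjusted p = 4.42e-04), AT4G03030 from 202 in Ts-5 to 661 in Sq-8 (adjusted p = 0.00121) and AT4G02920 from 132 in Kas-2 to 623 in Col-0 (adjusted p = 0.00134). JAL33 and JAL34, neighbours of JR1, had adjusted p of 0.0138 and 0.00264, AT3G16350 0.00177 and AT4G02930, an elongation factor Tu, 0.0114. The interaction with nitrogen did not pass for any of the 9 (adjusted p from 0.562 to 1.00). The paper marks 14 of the 53 genes with an effect on these arrays, 9 of which are in the tested set, so the overlap is not independent evidence. On the arrays of high 3' to 5' ratio alone, a subset chosen after the ratios were seen, the count was 6, with JAL34, AT4G02920 and AT4G02930 in the nitrogen*accession class, and JAL33, CYN, AT4G02930 and AT4G03030 lost their calls among accessions, as did AT4G02930 with the ratio class as a block and AT4G02920 on the arrays of low ratio. On the latter the count was 9 again, with AT3G16370, AT4G02940 and AT4G03020 in the place of JAL34, AT4G02920 and AT4G02930.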

### *JR1* and *UBQ14* mediate nitrogen and root trait specific regulatory controls

Out of the 13 loci, three genes passed our criteria for demonstrating root phenotypes with (1) consistent, quantifiable phenotype in specific root traits for two separate T-DNA mutant alleles and, (2) absent or reduced gene expression in the mutant gene (Figure 4; Methods; Table S12; Figure S10). In addition we carried out crosses of the pairs of allelic mutants and confirmed trans non-complementation, supporting that the mutant alleles were responsible for the phenotypes (Table S12). In support of a model in which genes control traits in specific environments, mutant phenotypes from two loci precisely matched predictions for mediating specific traits in specific environments. One GWAS hit included a block of genes containing *JR1* (*JASMONATE RESPONSIVE 1*), which was associated with lateral root length in low nitrogen and the difference between low and high nitrogen (Figure 4A). In addition, *JR1* met stringent expression criteria, belonging to a cluster that correlated to the difference in lateral root length between nitrogen environments (Figure S9). 

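JR1, a jacalin-related lectin gene that responds to jasmonate, had nitrate responses of opposite sign in different accessions. Its log2 response was 1.31 in Ts-5, 1.07 in Kas-2, 0.37 in Col-0, -0.01 in Sq-8, -0.69 in Var2-1, -1.08 in NFA-8 and -1.76 in Tamm-27 (SE 0.53 in each, 3 arrays per treatment), from 1254 to 2884 signal units in Kas-2 and from 1851 to 474.6 in Tamm-27. Neither these differences (interaction adjusted p = 0.372, limma over all probe sets) nor the average of -0.11 (SE 0.20) passed the test, while the differences among accessions did (adjusted p = 0.0514). With array weights the interaction passed (adjusted p = 0.00897), as it did on the arrays of high 3' to 5' ratio alone, a subset chosen after the ratios were seen. In Table S3 the average lateral root length was greater on high than on low nitrogen by 0.438 cm in Kas-2, 0.298 cm in Col-0, 0.235 cm in Sq-8, 0.114 cm in Ts-5, 0.0647 cm in NFA-8, 0.0620 cm in Var2-1 and 0.0232 cm in Tamm-27. The JR1 response correlated with this difference with r = 0.688 (exact permutation p = 0.0946, two-sided, over every pairing) and Spearman's rho = 0.75 (exact permutation p = 0.0663), and r was 0.560 without Kas-2 and Col-0, the accessions farthest from the median difference. Against length on low and on high nitrogen r was 0.549 (exact p = 0.202) and 0.703 (exact p = 0.0566), and with the lengths of Table S5(A), in which those of Sq-8 and Tamm-27 are exchanged, r with the difference was 0.329 (exact p = 0.468). The cluster of JR1 among 12610 probe sets held 50 members, and its mean response had r = 0.490 with the difference. The probe set was identified as JR1 by the group means in Table S12(A), since the annotation does not list it. With the arrays of low 3' to 5' ratio alone, chosen after the ratios were seen, r was 0.251 over the 6 accessions that have them in both treatments (exact p = 0.686, rho = 0.657), or 0.881 without Col-0 and Sq-8, and with those of high ratio alone, chosen likewise, r was 0.757 over 5 accessions (exact p = 0.0333), or 0.324 without Kas-2 and Ts-5. The paper states that JR1 met its stringent criteria for expression, as a member of a cluster whose response correlated with the difference in lateral root length.

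**Figure D2:**
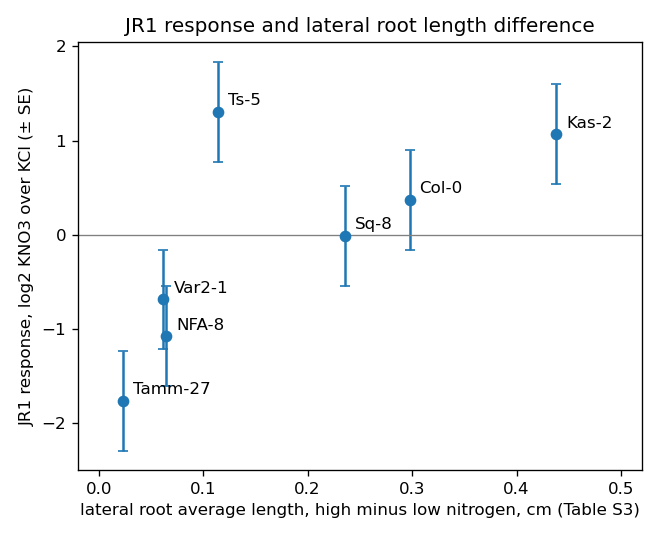
Nitrogen response of JR1 (log2 KNO3 over KCl, y axis, bars are the SE of the fit) against the difference in average lateral root length between high and low nitrogen (cm, x axis) for the 7 accessions. Kas-2 and Col-0 have the largest length differences, 0.438 and 0.298 cm, and the JR1 responses run from -1.76 in Tamm-27 to 1.31 in Ts-5.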

The two mutant alleles tested showed a specific defect in lateral root average length in low nitrogen but not high nitrogen, as we predicted from analysis of GWAS and expression data (Figure 4B–C). In one plausible functional role for *JR1* in controlling the length of lateral roots specifically when there are low levels of nitrogen in the environment, the jasmonate pathway has been shown to have a role in lateral root development [20]. 

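PhzC (AT4G02860), a gene of the phenazine biosynthesis-like PhzC/PhzF family, was expressed at a mean signal of 983 in KCl-treated Col-0 and 287 in KCl-treated Tamm-27, with the other accessions between 432 and 800 (3 arrays per group). In KNO3 the lowest group was Ts-5 (417) and the highest Col-0 (1111). The variation among accessions passed the test (adjusted p = 2.17e-04, limma F-test). Its response to nitrogen had a log2 fold change of 0.28 on average (SE 0.14, adjusted p = 0.582), from -0.94 in Ts-5 to 1.101 in Tamm-27 (SE 0.37 in each), and neither this average nor the interaction (adjusted p = 0.678) passed. The accession difference held in every alternative and without any 1 array. The neighbouring family member AT4G02850 has a mean signal below the cutoff and also varied among accessions over all probe sets (adjusted p = 0.00140).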

A second gene, *PhzC*, which was significantly regulated across accessions, was also consistent with GWAS predictions, having shorter lateral roots on low nitrogen but not high nitrogen (Figure 4D–F). For a third gene identified from GWAS analysis, *UBQ14* (polyubiquitin), an association with lateral root length in low nitrogen but not high nitrogen was tested (Figure 4G). However, phenotypic analysis showed phenotypes in both nitrogen conditions. In addition, phenotypes were observed in total lateral root length (LRtot) and total root length (PR+LRtot), as might be expected with severe defects in lateral root length (Figure 4H–I). Thus, this mutant implicates *UBQ14* in trait specificity but not environmental specificity. Nonetheless, for two out of three cases for which we identified a root trait phenotype (*JR1* and *PhzC*) the combination of GWAS with expression profiling identified genes that affected specific traits in specific environments, showing that, with this combination of techniques, we can map genotype to both trait and environment.

**Figure 4:**
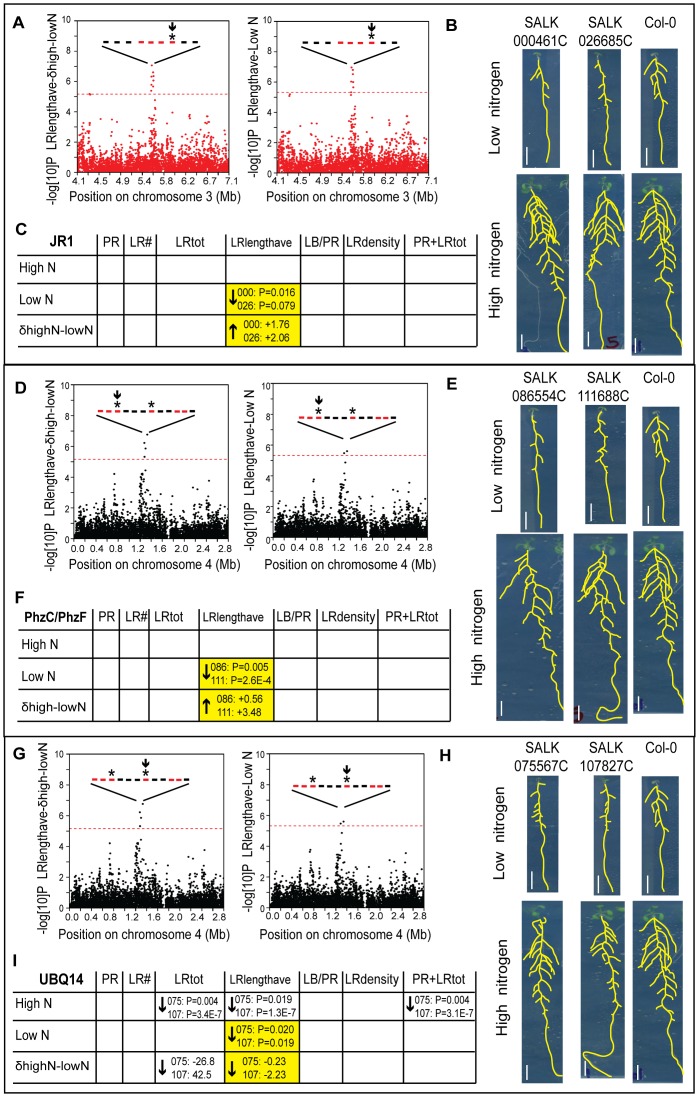
Functional validation of root architecture regulators *JR1* (A–C), *PhzC/PhF* (D–F), and *UBQ14* (G–I). (A,D,G) Genome-wide *P* values from the GWAS magnified around SNP hits; horizontal dashed line corresponds to the 5% FDR threshold that corrects for multiple simultaneous tests. Genes within the 20 Kb boundary around the SNP hits are represented with bars; red color denotes genes whose expression changes in response to nitrogen or among accessions (Table S11), asterisks denote mutants with phenotypes, arrow denotes the gene described in each panel. (B,E,H) Images of four 12 day old seedlings grown on low or high N for two T-DNA alleles in each gene and Col-0; scale bars = 1 cm. (C,F,I) GWAS prediction on trait phenotypes (yellow) and observed phenotypes from confirmed T-DNA alleles indicated with arrows with *P* value, where arrow denotes direction of change in mutant vs. wild type and *t*-test *P* value shows significance of the trait difference in mutant vs. wild type (denoted with first three SALK digits); see Table S12.

Within the narrower set of only three candidate genes that met the dual criteria of belonging to the gene expression “stringent set” and a GWAS “group,” two genes showed mutant phenotypes in precisely the predicted trait and environment. We cannot rule out that expression criteria alone could have identified candidates with mutant phenotypes. However, in a preliminary screen on the same data, we used expression criteria to examine mutants in 13 genes, with some showing pleiotropic phenotypes (data not shown) but none demonstrating specific defects in one or even two traits. Thus, we believe the combination of genome-wide association and gene expression greatly assists in identifying genes involved in specific traits in specific environments with high precision.

Overall, mutations in two out of the three loci that we identified by GWAS affected root systems in low nitrogen environments, where the lateral root system was relatively small, but showed normal root length in high nitrogen environments, where the root system was more extensive. This suggests that the mutant phenotypes are not simply due to general defects in lateral root growth, but rather the gene's specific role in one environment. We point out that we do not know the causal polymorphisms for the phenotypic variation in root traits among natural variants. Even if causal polymorphisms map to the same loci as the mutations we identified, the genetic polymorphisms responsible for the trait variation likely control trait values in a different manner than loss-of-function mutations. However, the mutant analysis provides some corroboration that these loci contribute to controlling plasticity in the traits that we identified. Furthermore, the mutant analysis suggests that different mechanisms may predominate in the control of specific traits in specific environments, perhaps because fewer redundant mechanisms are expressed in one condition. Genotype x environment effects have traditionally been seen as a detriment to crop breeding programs, although there is growing interest in accounting for such effects [17]. Our result suggests that mechanisms that alter traits in specific environments may be quite common. Such genes could be exploited to customize crop phenotypes to a specific environment, such as low nitrogen, without, for example, changing an optimal phenotype in high nitrogen environments.

## Materials and Methods

### Plant material

All seeds were obtained from ABRC (set of 96 ‘Nordborg’ lines, CS22660) [21] or NASC (SALK or SAIL T-DNA lines: SAIL_167_A06, SAIL_658_G04, SAIL_448_B08, SALK_026383(BE), SALK_108492C, SALK_000461C, SALK_026685C, SALK_011676(A), SALK_030620(AI), SALK_020347C, SALK_028332 (BO), SALK_112558, SALK_022578C, SALK_060146, SALK_025883C, SALK_068266(BA), SALK_104906C, SALK_045666, SALK_057714(CF), SALK_123616(BV), SALK_047601, SALK_047837(AS), SALK_059126C, SALK_064966(AP), SALK_075567C, SALK_107827C, SALK_086488C, SALK_121520C, SALK_086554C, SALK_111688C) [22]; Table S8 lists location for each T-DNA line.

### Determining growth conditions

Our overall goal in preliminary growth experiments was to find conditions that maximized trait differences between high and low nitrogen environments. To carry out this exploratory phase, *Arabidopsis* seedlings were grown on a combination of different levels of carbon (0, 3, 10, 15, 30, 60 mM sucrose) and nitrogen (0, 0.03, 0.05, 0.1, 0.5, 1, 5, 10, 20 mM KNO_3_). For each seedling, primary root length was measured and the number of lateral roots counted; lateral root density was calculated from these two parameters (Table S1, Figure S1). Our previous work [9] showed that high levels of nitrogen induce lateral root primordium development and repress lateral root emergence, resulting in a higher pre-emergent∶emergent lateral root ratio than on low nitrate conditions. As a ratio this is also the case here, although total lateral root numbers on high nitrate are larger (due to the nutrient effect and longer primary roots; overall size effect).

An increasing concentration of nitrate was found to result in increased primary root length, particularly with concentrations of 0.5 mM KNO_3_ or more (Figure S1A). This inductive effect tended to level off at 5 mM KNO_3_, with primary root length remaining fairly constant at 10 and 20 mM KNO_3_. At lower levels of nitrate the primary root was longer with no or low sucrose in the media, but as the nitrate concentration increased this effect was reversed (primary root length was longer on higher sucrose concentrations. This is likely due to a C∶N balance effect [23]. It was also on higher sucrose concentrations that the nitrate inductive effect was more pronounced. A similar C/N effect was found on regulation of lateral root number, and again at more than 0.5 mM KNO_3_ the N effect was most pronounced, leveling off at 5 mM (Figure S1B). At the highest sucrose concentrations (30 and 60 mM sucrose) a significant increase in lateral root numbers was observed. Lateral root density was found to be relatively constant over all C∶N conditions, suggesting that in general, increases in lateral root number were proportional to primary root length (Figure S1C). However, there was a higher lateral root density for combinations of the highest C∶N levels (30,60 mM sucrose∶5,10,20 mM KNO_3_), suggesting that at these concentrations there is a developmental effect that leads to larger numbers of lateral roots developing. Thus, in order to understand the genetic basis of this developmental effect we decided to use 30 mM sucrose, 5 mM KNO_3_ as our ‘high N’ condition; on this combination there also appeared to be strong and near-maximal induction of primary root length and lateral root development (as indicated by the leveling off described above). As a comparative low N condition we decided to use 0.03 mM KNO_3_ (also at 30 mM sucrose) since root growth and development was significantly different from seedlings grown on 5 mM, and the plants would be N-depleted/starved but still viable and growing (compared to 0 mM KNO_3_, complete N starvation). To confirm that the root architecture difference that we observed were due to the effect of different nitrate levels rather than potassium levels we grew Col-0 seedlings on either 5 mM KNO_3_, 5 mM CaNO_3_, or 2.5 mM KNO_3_, 2.5 mM CaNO_3_ and found no major differences between overall root architecture (Table S2, Figure S2). Finally, we have some evidence that the root architecture observed in our chosen conditions correlates with that in field conditions, for example Var2-1 is found in sandy regions and exhibits a highly elongated primary root with very few lateral roots as seen in our experiments (see Figure 1).

### Plant growth and treatments

For phenotypic analysis, seeds from each of 96 *Arabidopsis thaliana* accessions [18] or T-DNA lines were grown on vertical agar plates containing custom nitrogen and sucrose-free 1× Murashige and Skoog basal medium (GibcoBRL, Gaithersburg, USA) supplemented with 30 mM sucrose and either low (0.03 mM) or high (5 mM) KNO_3_ with 0.8% agar (pH 5.7). To confirm the effect of nitrate, KNO_3_ was replaced with CaNO_3_ for Col-0. For microarray studies 6,000 seeds (per replicate, in triplicate) of each accession (Col-0, Kas-2, Var2-1, Tamm-27, NFA-8, Sq-8, Ts-5) were sterilized and sown on liquid 1× Murashige and Skoog basal medium containing no nitrogen or sucrose supplemented with 3 mM sucrose and 0.5 mM ammonium succinate for hydroponic growth as previous [9]. Plants were grown for 12 days in 16 hr light (50 mmol photons m^−2^ s^−1^ light intensity)/8 hr dark cycles at 22°C in growth chambers. For determining growth conditions and for phenotyping of the 96 accessions, 10 seedlings were measured for one replicate of each condition/accession in New York in a Percival growth cabinet (Percival Scientific Inc., Perry, IA,). For T-DNA allele phenotyping, an average of 10 seedlings were measured for each of three independent replicates of each condition/allele: New York, T-DNA phenotyping Rep 1 in a Percival Scientific Inc; Warwick, T-DNA phenotyping Reps 2,3 in a Sanyo MLR-351, Panasonic Biomedical, Loughborough). To confirm presence of T-DNA insertions and loss-of-expression of candidate genes, roots were harvested for genotyping of isolated DNA and qPCR of isolated RNA (see Table S12). For treatments, KNO_3_ was added to the media to a final concentration of 5 mM for two hours [9]. Control plants were mock-treated by adding the same concentration of KCl. At the end of the two hour treatment, roots were harvested and flash-frozen in N_2_(l) for subsequent RNA extraction. To confirm trans non-complementation among alleles for each gene, we crossed the pairs of alleles to each other via reciprocal crossing. As a crossing control, individual alleles were also crossed to Col0. Root phenotypes in the F1s were compared to selfed Col0 plants grown in parallel.

### Phenotypic analysis and clustering

In each KNO_3_ environment, parameters relating to root architecture were measured using ImageJ: primary root length (i, PR), number of lateral roots (ii, LR#), lengths of all LRs and LR distribution (number of LRs per cm of PR). From this the following were calculated: lateral root density (iii, LRdensity), the proportion of the PR that is the root branching zone (the zone of the parent root that extends from the most rootward emerged LR to the shoot base, L_B_, terminology following Dubrovsky and Forde (2012) [24]) (iv, L_B_/PR), total LR length (v, LRtot), total LR plus PR length (vi, PR+LRtot), average LR length (vii, LRlengthave); Table S3, Figure S3. Traits designated with roman numerals were used for GWAS. Shoot area was estimated to calculate shoot area to primary root length. Data was scaled from 0 to 1 using the scaling factor (n - low val)/(high val – low val); Table S4. Clustering of phenotyping values was carried out using hierarchical clustering with an average linkage and Pearson correlation using the clustergram function in MATLAB (The MathWorks, Natick, MA, USA). NA values were considered to have a value of 0. Silhouette widths were plotted in MATLAB using the silhouette function for each hierarchical tree and used to determine where to cut the trees and define clusters. A Perl script was written that produces a line drawing illustrating average seedling PR length, and lengths and distribution of LRs in each cm of the PR. This script can be accessed via URL: http://coruzzilab.bio.nyu.edu/cgi-bin/manpreetkatari/drawplant/drawplant.cgi. A positive hit in the reverse genetic screen was determined by satisfying the following criteria: (1) two separate mutant alleles showed the same phenotype, (2) mutant alleles showed a reduction or complete loss of expression using qPCR, 3) both mutant alleles showed a consistent, quantifiable phenotype in three independent screens including separate trials in New York and Warwick growth facilities.

### Calculation of trait heritabilities

To calculate heritabilities of the within-environment variables, we used the “lmer” function of the lme4 package [25] in R v.2.15.1 [26] and fit a restricted maximum likelihood (REML)-based analysis of variance (ANOVA) model of the form: Phenotype = Accession+Error, where Accession was treated as a random effect [27]. Heritabilities were calculated as σ_G_/σ_P_, where σ_G_ is the genetic variance component (the genetic variance component attributable to variation among accessions) and σ_P_ is the total phenotypic variance. To calculate the heritabilities of the response variables, we used the same function in R to fit a REML-based ANOVA model of the form: Phenotype = Accession+Nitrogen Level+Accession-by-Nitrogen Level+Error, where Nitrogen Level (high or low) was treated as a fixed effect, and Accession and Accession-by-Nitrogen Level were treated as random effects. Heritabilities were calculated as σ_GxE_/σ_P_, where σ_GxE_ is the variance component of the Accession-by-Nitrogen Level interaction effect [28].

### Genome-wide association study (GWAS)

GWAS was carried out using the EMMA package in R as described in Atwell et al (2010) [19]. The kinship matrix was constructed using the full set of ∼214k SNPs and SNPs with a minor allele frequency of 0.1 were mapped (∼178k/214k SNPs); see Figure S7. We opted to avoid what we believe is the overly stringent criteria of the Bonferroni correction and adjusted for multiple testing following Moran (2003) and Storey and Tibshirani (2003) [29], [30]. Thus, we calculated *Q*-values, in which the distribution of *P*-values is used to correct for the false positive rate [30]. *Q*-values were calculated separately for each trait using the “qvalue” package [31] in R, a well-established method for finding significant fold changes in the microarray literature (e.g. [32]). We note that, because *Q*-values are based on the distribution of the raw *P*-values and because *Q*-values are calculated separately for each trait, the raw *P*-value corresponding to our target threshold of *Q* = 0.05 (the significance threshold for SNP-trait associations) varies for different traits (see Figure S7). Compared to Atwell et al (2010) [19] we used a more stringent location criteria for selection of genes: for each significant SNP association, a window of 20 kb (rather than 40 kb) centered on the SNP (using the SNP-mapped TAIR8 genome version) was used to select genes predicted to be responsible for the association.

### GWAS power analysis

To understand the relationship between minor allele frequency (MAF), additive genetic effect size, and the power to detect an additive genetic effect, we performed a power simulation *sensu* Yu et al. (2006) [33]. Specifically: (i) the empirical phenotypic values for each accession were treated as random deviates; (ii) based on the empirical phenotypic variation, we calculated a genetic effect equal to 0.1, 0.2, 0.5, 0.7, 0.9, or 1 times the standard deviation of the phenotypic mean; (iii) x accessions out of the total n accessions were randomly assigned to one simulated genotype, and the rest of the individuals were assigned to the other simulated genotype, so that x/n equaled the minor allele frequency of interest; (iv) the genetic effect corresponding to an accession's simulated genotype was added to the empirical phenotypic value for that accession; (v) structured association mapping was performed using the real (non-simulated) kinship matrix; (vi) steps 1 to 4 were repeated 1000 times, and the power to detect the additive genetic effect was the proportion of times that the *P* value from the mapping analyses (see step v) was below the 0.05 significance threshold. We performed this power simulation for each trait and for MAFs ranging from 0.1–0.5; see Figure S8. The power simulations show similar results to Yu et al. (2006) [33], namely that the power to detect a genetic effect is low at small MAFs and at small genetic effect sizes; the power to detect a genetic effect increases dramatically with an increase in the genetic effect size, such that a genetic effect half as large as the random background variation will usually be statistically significant even at a low MAFs.

### RNA isolation, qPCR and microarray experiments

RNA from the whole root samples for microarray analysis was extracted with TRIzol (Invitrogen, Carlsbad, CA). Standard Affymetrix protocols were then used for amplifying, labeling and hybridizing 1 µg of RNA samples to the ATH1 GeneChip (Affymetrix, Santa Clara, USA). For qPCR tests, RNA was extracted with the RNAeasy kit (Qiagen) then first DNAase-treated using a Precision DNase kit and double stranded cDNA was synthesized using the nanoscript RT kit (both from Primer Design Ltd, Southampton, UK) according to manufacturer's instructions. qPCR was carried out using the Precision-SY MasterMix kit using primers designed by Primer Design Ltd according to manufacturer's instructions on a Roche 480 LightCycler. The mRNA levels were normalized relative to the *UBQ10* housekeeping gene using the geNorm REF gene kit (Primer Design Ltd) and quantified using standard curves generated for each primer pair. Expression of At3g16470, At4g02860 and At4g02890 transcripts were used to confirm loss-of expression in the SALK lines vs. Col-0 (primers designed by Primer Design Ltd). SALK lines were PCR-genotyped with primer designed using T-DNA Primer Design (http://signal.salk.edu/tdnaprimers.2.html); for all primer sequences see Table S12.

### Microarray expression normalization and filtering

Affymetrix GCOS software was used to verify that the arrays had similar hybridization efficiencies and background intensities for all accessions. We carried out an analysis to address the use of the Affymetrix Col-0 chip for other *Arabidopsis* accessions. Given the rate of SNPs between accessions and Col-0, we first observed that mismatches to any of the 11 probes (25mers) for any given gene were likely to be rare. In addition, we compared only N-deplete with N-replete Affymetrix signal values within each accession directly and only focused on genes that showed a difference between the two. Therefore any genes that cannot be detected because of sequence-associated probe hybridization problems do not confound our analysis. However, to ensure that we account for over/under-estimations of N-regulation significance that might result from stronger hybridization of a sequence in one accession compared to another (due to sequence difference), we developed an algorithm to rank the signal values of each element in each probe set across the experiments (7 accessions, 2 conditions (N-treatment and KCl control), 3 replicates). This was based on the expectation that, while overall signal from the probe sets of a given gene may change, the relative hybridization to each probe set for a given should not. The method identifies elements within probe sets whose expression is indicative of that element not hybridizing to accession-derived sequences due to the presence of SNP(s) using Col-0 as a reference. Significant deviation from this order could indicate sequence divergence altering the binding strength of a sequence to a probe element. We derived a null distribution of signal strength orders for Col-0 and then used this to identify significant probe element outliers in hybridizations from the other (see Table S9 for lists of all element outliers). These probe elements were discarded. Microarray data was subsequently normalized with MAS5 using all but these element values and implemented in the Affymetrix GCOS software (Table S10). 

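The 12 deposited lists of discarded elements, 1 per treatment of each accession other than Col-0, name between 20782 and 55336 elements. Of all 22746 probe sets, on average over the lists, 26.3% had lost none of their 11 elements, 52.9% kept 9 or 10 and 20.8% kept 8 or fewer. Ts-5 shared most between its KCl and its KNO3 list, with 17002 elements in both and 65690 in only 1 of them, and Var2-1 had the smallest number in both, with 5211 and 37647, while as a share of the elements in either list NFA-8 had the least (0.119, against 0.122 in Var2-1). The overlap of lists (elements in both divided by elements in either) had a median of 0.152 for the 6 pairs of the same accession, 0.207 for the 30 pairs of different accessions in the same treatment and 0.106 for the 30 pairs that differ in both. In the deposited signals a probe set of an accession other than Col-0 is therefore often summarised from different elements in KCl and in KNO3, and from 963 probe sets with identical elements in Ts-5 to 4416 in Var2-1 are free of this.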

On average, 10% of all probe sets were analyzed with the complete set of 11 elements and a further 70% analyzed with 9 or 10 probe elements (see Table S9 for details for each replicate set). 

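Across the 6590 tested probe sets, replicate arrays of a group correlated with r squared of log2 signals between 0.276 and 0.940 (median 0.642 over the 42 pairs, 2 of them at 0.91 or more), and both the lowest and the highest pair were KNO3 arrays of Var2-1. In this set Col-0 had the closest replicates (median 0.791, lowest 0.748), and Ts-5 (0.431), Sq-8 (0.489) and Var2-1 (0.510) the most distant. Over all probe sets the lowest pair, in KNO3-treated Sq-8, had 0.464 and the median was 0.785, and Col-0 (0.775) came after Tamm-27 (0.836), NFA-8 (0.817) and Kas-2 (0.808). On linear signals the lowest pair and the median of the tested set were 0.253 and 0.738, and Col-0 had the highest median of the 7 accessions both there (0.861) and over all probe sets (0.876, with Sq-8 next at 0.820). Pairs of 1 array with a low and 1 with a high 3' to 5' ratio had a median of 0.525 (20 pairs in the 6 accessions other than Col-0), whereas pairs of 2 low-ratio arrays had 0.709 (8 pairs) and pairs of 2 high-ratio arrays 0.695 (8 pairs). These are correlations across probe sets, which are not independent replicates.

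**Figure D3:**
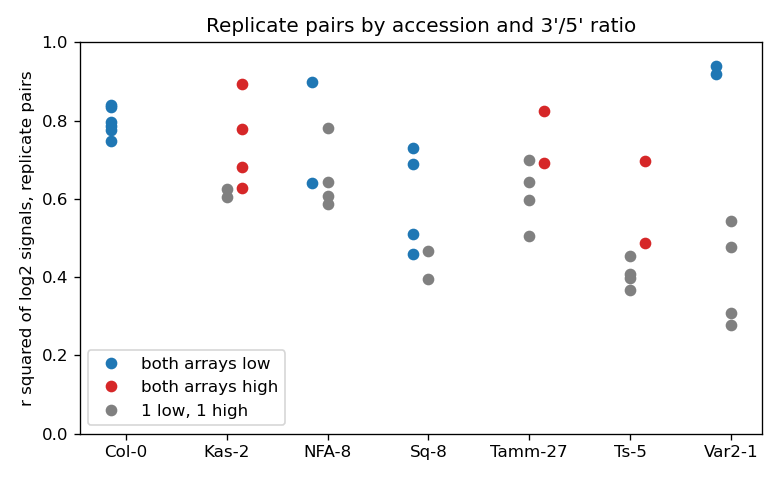
r squared of log2 signals for the 42 pairs of replicate arrays (y axis) by accession, marked by whether the arrays of a pair have low, high or mixed 3' to 5' control ratios. Col-0 pairs lie between 0.748 and 0.841 and Var2-1 pairs between 0.276 and 0.940.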

The reproducibility of replicates was analyzed using the correlation coefficient and *r^2^* value of replicate pairs in R; *r* ^2^ values were typically in the range of 0.92 to 0.98, with the lowest being 0.91. Probe-gene mapping was made using the latest annotation file (TAIR10 annotation) (ftp://ftp.arabidopsis.org/home/tair/Microarrays/Affymetrix/affy_ ATH1_array_elements-2010-12-20.txt). The following classes of probes were flagged (Table S10): probes matching non-nuclear *Arabidopsis thaliana* genes or that had no gene match (flag #1), probes that had an ambiguous match to nuclear genes, i.e. matched more than one gene (flag #2), probes where several probes match a single gene (flag #3), probes whose average expression level was found to be below the detection cutoff (flag #4). 

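NIR1, JR1 and UBQ14 lie far above a signal of 100, with means over all arrays of 2436 for NIR1 and 5073 for UBQ14. By the same mean the gene for the nitrate-regulated MADS-box factor ANR1 (99.3) and the jasmonate response gene JAZ5 (67.1) lie below it. That mean does not decide whether a single group lies above 100. By their highest group mean 6167 probe sets of the array stayed under 100. In the copy of Table S10 that was available 280 of 1160 probe sets carry flag #4, and all 280 have a highest group mean under 100 while 0 of the other 880 do, which makes the highest group mean the quantity that the flag follows. By the mean over all arrays another 216 of the 880 would fall under 100.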

To identify flag #4 probes we analyzed genes known to be expressed or absent in the root to calculate an expression signal of 100 as a cutoff for detection.

### Expression ANOVA, statistical analysis and clustering

All genes were fit to the following ANOVA model: Y = μ+α_accession_+α_treatment_+α_accession* treatment_+ε, where Y is the normalized signal of a gene, μ is the mean of the reference accession and treatment (intercept), the α coefficients correspond to the effects of accession, treatment (nitrogen) and the interaction between accession and treatment, and ε represents unexplained variance. Potential location effects were handled by growing plants together in a highly controlled environment and randomizing the placement of accessions and treatments in different shelves and locations of the growth chamber. The replicate trials were conducted in rapid succession in identical conditions, where we have not found significant time-effect variation. Thus, the ANOVA was modeled without block effects, where potential confounding effects were handled by randomization. Genes with a model *P* value less than a cutoff determined by setting the FDR [34] to 0.1 were analyzed further using model simplification to test these genes for significant N*Accession interaction effects, response to N, and variation across Accession. We did this by removing terms from the model one by one and then comparing the models to see if there was a significant difference in explanatory power between the simplified model and the more complex model using an FDR of 0.1. Gene expression values were averaged for each treatment, log2 converted, row normalized and clustered using hierarchical clustering with an average linkage and Pearson correlation using the clustergram function in MATLAB. Silhouette widths were plotted in MATLAB using the silhouette function for each hierarchical tree and used to determine where to cut the trees and define clusters. Clustering was carried out separately for genes that were determined by ANOVA to have a N,Accession effect, a N*Accession effect, or a N only effect, then the cluster patterns visualised together in MATLAB using the clustergram function to create Figure 3A. Two-tailed t-tests assuming equal variance were used to compare trait values for wild-type and mutant seedling roots, and trait values for Col-0 grown on different levels of sucrose and nitrate. For analysis of overrepresentation of GO terms we used the BioMaps function in VirtualPlant with default settings [35].

### Mixed model ANOVA

Root phenotypes for the seven transcriptionally profiled accessions (Figure S6) were analyzed using a mixed interaction model ANOVA using MATLAB (anovan function) with the following model: ROOT_TRAIT_n_ = ENV_n_+GEN_n_+GEN_n_ * ENV_n_+e_n_ where Root Trait_n_ is one of n = 7 root traits measured (PR, LRtot, PR+LRtot, LRlengthave, LR#, LRdensity, and L_B_/PR), ENV is environment, GEN is genotype, and e is error. Environment was modeled as a fixed effect and genotype was modeled as a random effect. *P* values were taken for each trait separately for the main and interaction effects. Coefficients generated from the ANOVA were used to determine the specific traits that contributed most to significant interaction effects (Table S5). As in the design for expression analysis, placement of plants was randomized in chambers, and this experiment was conducted at one time point.

### Principal Components Analysis

Principal Components Analysis was performed in MATLAB using the princomp function with default parameters. Rows were accessions and traits were columns, where dimensionality reduction was performed on traits. The biplot function was used to map accessions in specific treatments (average trait values) in the new trait space and observe the contribution of original traits to each new component. We performed separate analyses on the combined HighN and LowN treatments for each accession, each condition alone, and δ highN-lowN of each accession to changes in nitrogen. We plotted two components on each biplot (1 vs 2; 2 vs 3) to analyze the first three principal components. See Figure S5.

### Network of expression modules and traits

We created a network of expression modules to traits by first clustering responses (expression in low nitrogen – expression in high nitrogen) using Pearson correlation and hierarchical clustering (average linkage, tree cut at R = 0.7). To determine significant clusters, we randomized the data and used the same clustering routine. This routine showed that clusters greater than 50 genes were observed less than 10% of the time by chance. Using that cutoff to define major clusters, we took the mean response of these major clusters in all 7 accessions. We then concatenated mean scaled trait values for δ highN-lowN and generated a correlation matrix, where R>0.7 or <−0.7 resulted in a significant edge. This resulted in a correlation matrix between gene expression clusters and traits that was used to generate the network depicted in Figure S9 using the biograph function in MATLAB.

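With the tested probe sets clustered by their nitrogen response, 3 of 43 clusters of more than 50 had a mean response whose absolute r with the length difference exceeded 0.7, and they held 158 probe sets. The JR1 probe set is not among those tested. When the trait was permuted over the 7 accessions, clusters past the same r held a median of 203 probe sets, and 0.552 of all orders gave as many or more (exact, one-sided). With clusters of at least 10 members the number was 474, against a permuted median of 457.5 (exact p = 0.484), and with quantile normalization or clusters defined at r = 0.8 it was 0. In simulated data a planted cluster of 80 probe sets that followed an invented trait was recovered for 79, among 97 probe sets in correlated clusters. The simulation used independent noise and neither the root lengths nor the signals of these arrays. It therefore checks the procedure, and does not show that a cluster following root length would be found here.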

## Supporting Information

Figure S1 Nitrogen and sucrose-regulation of root architecture. Seedlings were grown for 12 d on different combinations of varying concentrations of sucrose (from 0 mM to 60 mM) and KNO_3_ (from 0 mM to 20 mM). (A) Average primary root; error bars represent SE, n = 20. (B) the number of lateral roots, and (C) lateral root density was calculated; *n* = 20.
(TIF)

Figure S2 Comparison of CaNO_3_ and KNO_3_ effects on *Arabidopsis* root architecture. Col-0 seedlings were grown for 12 d on basal MS media supplemented with an equal concentration of NO_3_ in the form of either (A) 5.0 mM KNO_3_, (B) 2.5 mM KNO_3_/2.5 mM CaNO_3_, or (C) 5.0 mM CaNO_3_. Scale bar = 1 cm.
(TIF)

Figure S3 Histograms of the distribution of root trait values over the 96 accessions. For high N (A) and low N (B) the following trait distributions are plotted: PR (cm), LRtot (cm), PR+LRtot (cm), LRlengthave (cm), LR#, LRdensity, and L_B_/PR.
(TIF)

Figure S4 Changes in root traits among natural variants between low and high nitrogen environments. The scaled difference between root trait values on low and high nitrogen (δ highN-lowN) is represented in the form of a heatmap (A); see color scale bar for scaled trait value. and trait differences were used to form a dendrogram of accessions resulting in nine clusters as indicated by horizontal lines (B); the seven accessions chosen for expression analysis are highlighted in red.
(TIF)

Figure S5 Principal Components Analysis (PCA) of root trait data. The first three PCs are shown for root traits on low N capturing 97% of the variation (A–B), high N capturing 96% of the variation (C–D), and the combined low N and high N data N capturing 93% of the variation (E–F). Red markers indicate position of 96 accessions as determined by their trait values in the given principal components. Blue lines represent vectors that quantify the magnitude and direction of a trait's contribution to that axis.
(TIF)

Figure S6 Average trait values on low or high N for the seven accessions. PR (cm), LRtot (cm), L_B_/PR, PR+LRtot (cm), LR#, LRlengthave (cm) and LRdensity; error bars represent standard error.
(TIF)

Figure S7 Manhattan plots generated from GWAS analysis for the root traits across the genome. The five chromosomes are distinguished by color. The red horizontal dashed line corresponds to the 5% FDR threshold that corrects for multiple simultaneous tests; this threshold is different for different traits (see Methods).
(TIF)

Figure S8 Power analyses for the 27 trait/environment combinations measured for the 96 accessions. Average power is plotted against genetic effect for traits predicted to have a minor allele frequency of 0.1, 0.2, 0.3, 0.4 and 0.5.
(TIF)

Figure S9 Network mapping gene expression N responses to trait δ highN-lowN differences. Edges are drawn where there is a correlation of R>0.7 or <−0.7 between expression N response clusters and the δ highN-lowN of traits across the 7 accessions transcriptionally profiled. Traits are shown in blue-colored boxes. Edges between LRlengthave and expression clusters are colored green and the edge between LRlengthave and the N*Accession ANOVA affect genes colored orange.
(TIF)

Figure S10 T-DNA locations and effect on gene expression for *JR1*, *PhC/PhZ* and *UBQ14*. (A) Schematic to scale showing the location of the two T-DNA alleles for each gene. (B) qPCR quantification of gene expression for *JR1*, *PhC/PhZ* and *UBQ14*. For visualization purposes the expression levels of each gene is scaled relative to the expression in lowN Col0 having a value of 1; data taken from Table S12.
(TIF)

Table S1 Nitrogen and sucrose-regulation of primary root length. Seedlings were grown for 12 d on different combinations of varying sucrose (from 0 mM to 60 mM) and KNO_3_ concentrations (from 0 mM to 20 mM). Average and SE for (A) primary root length, (B) the number of lateral roots, and (C) LRdensity was calculated; *n* = 20.
(XLSX)

Table S2 Comparison of CaNO_3_ and KNO_3_ effects on *Arabidopsis* root architecture. Col-0 seedlings were grown for 12 d on basal MS media supplemented with an equal concentration of nitrate in the form of either (A) 5.0 mM KNO_3_, (B) 5.0 mM CaNO_3_, or (C) 2.5 mM KNO_3_/2.5 mM CaNO_3_. (D) *T*-test *P* values for statistical comparison of root trait data between each combination.
(XLSX)

Table S3 Shoot and root phenotypic trait data for the 96 accessions. Values are shown for growth on high N, low N, and δ highN-lowN. The traits and units where relevant are: estimated shoot area (SA, cm^2^), primary root length (PR, cm), proportion of SA to PR length (SA to PR), total LR length (LRtot, cm), total LR plus PR length (PR+LRtot, cm), average LR length (LRlengthave, cm), number of LRs (LR#), LR density (LRdensity, LRs per cm PR), proportion of the PR that is the root branching zone (L_B_/PR).
(XLSX)

Table S4 Root phenotypic trait data after scaling for clustering analysis. Values are shown for growth on high N, low N, and the δ highN-lowN. Traits are as described for Table S3, excepting the two shoot-related traits (which were not used for clustering or for further analysis following GWAS).
(XLSX)

Table S5 Mixed model ANOVA values. (A) Average unscaled root trait values and standard error values for the 7 transcriptionally profiled accessions. (B) ANOVA *P* values. (C) ANOVA coefficients.
(XLSX)

Table S6 GWAS hits. Marker positions for traits showing a significant association (cutoff of Q<0.05). For each association the marker location, the minor allele frequency of the SNP, the R^2^ value and the *Q*-value (FDR-corrected *P*-value) are provided. The R^2^ value is from a one-way fixed effect analysis of variance modeling the trait as a function of the SNP site plus error. The R^2^ value is calculated as the sum of squares of the model divided by the total sum of squares (the sum of squares of the model plus the sum of squares of the error) [36]. In addition a list of gene AGI IDs for a 20 Kb window around each SNP is listed, with the distance to the SNP (bp) given underneath each gene; the distance is to the 3′ end of the gene for unshaded bp values, and to the 5′ end of the gene for grey-shaded values.
(XLSX)

Table S7 Heritability (H^2^) of each trait on high N, low N, or δ highN-lowN.
(XLSX)

Table S8 GWAS hits organized by genomic location. The 7 SNP marker groups associated with LRlengthave including 53 genes are tabulated together with information about the trait association. Genes whose regulation is significantly different across accessions are marked and T-DNA line numbers given for genes that were carried forward to functional analysis. The three genes with validated phenotypes are highlighted yellow.
(XLSX)

Table S9 List of all element outliers for probes in each replicate set of microarray data.
(XLSX)

Table S10 MAS5-normalised Affymetrix data for all microarray experiments. The table lists all Affymetrix probe IDs, their associated TAIR10 Arabidopsis Genome Initiative (AGI) gene IDs, and flag designations: probes that match non-nuclear-encoded genes or do not match genes (#1) (754 probes), probes that match more than one gene (#2) (1,064 probes), probes where several probes match a single gene (#3) 182 genes; 367 probes), probes whose expression was determined to be below an expression cutoff (#4 (6169 probes) (as described in Methods). 

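The copy of this table that was available holds 1160 probe sets of the 22810 on the array. Signals of all 1160 were compared with the deposited signals in 33 array columns. Each one equals the signals of a deposited probe set exactly, but 0 of them do so under the probe set name given beside them, so values were taken from the deposited signals and the table was used only to name probe sets, such as that of the glutamate synthase gene GLU1, that the annotation and Table S11 do not. Of the 575 names that are in the annotation, all 575 stand beside the locus annotated to that name, and 0 of 557 loci are those annotated to the probe set whose signals stand in the same line, a comparison made after the table was seen.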

Probes that were found to be significantly differentially expressed in different accessions only, by N only, by N plus accession (N,Accession), by an interaction between N and accession background (N*Accession) according to the ANOVA with model simplification (expression ANOVA effect), and cluster numbers for these genes (expression ANOVA cluster number; see Table S11 for further details of these genes) are given. Probes with N-regulated expression levels that were clustered to trait δ highN-lowN values are designated with cluster numbers (trait∶expression cluster number); see Figure S9.
(XLSX)

Table S11 Genes that are significantly differentially expressed according to accession background and/or nitrogen. Lists of genes whose expression was found to be either significantly differentially expressed (using the expression ANOVA followed by model simplification to designate what the effects were) in different accessions only (Accession only), by N only, by N,Accession, by a N*Accession interaction. Cluster numbers for these genes together with the *P* value are provided. Accession and Accession-P, the expression change and *P* value for expression change in specific accession KCl control sample compared to Col-0 KCl control sample. N∶Accession and N∶Accession-P, the expression change and *P* value for expression change in specific accession KNO_3_ sample compared to Col-0 KNO_3_ sample; N and N-P, the sum of the expression change and *P* value for expression change for the N only effect in all accessions; Interaction and Interaction-P, the sum of the expression change and *P* value for expression change for the N main effect in all accessions plus the N∶E interaction term; *P* value, overall ANOVA *P* value of significance; R-squared, *r* ^2^ value for ANOVA test.
(XLSX)

Table S12 Functional validation of trait associations. 

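UBQ14, a polyubiquitin gene, had mean signals from 2698 in KNO3-treated Tamm-27 to 7572 in KNO3-treated NFA-8. Its log2 response to nitrate was 0.99 in NFA-8, 0.55 in Ts-5, 0.13 in Col-0, -0.46 in Sq-8 and -1.08 in Tamm-27 (SE 0.33 in each, 3 arrays per treatment). It varied among accessions (adjusted p = 0.0187, limma over all probe sets), while the averaged response of 0.09 (SE 0.13) and the interaction (adjusted p = 0.449) did not pass. The interaction passed with array weights (adjusted p = 0.0141) and without NFA-8 KNO3 replicate 2 (adjusted p = 0.0360), and on the arrays of low 3' to 5' ratio, chosen after the ratios were seen, the accession difference was lost. With the paper's steps over all probe sets, also chosen after the values were seen, model simplification placed UBQ14 in the nitrogen*accession class. The group means in the table for JR1 and for UBQ14 equal those of 1 deposited probe set each, to within a share of 4.17e-06 and 1.07e-06, and those given for PhzC equal the means of the probe set annotated to AT3G54970 (largest relative difference 4.41e-06).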

(A) Expression data from the transcriptionally profiled accessions for *JR1*, *UBQ14* and *PhzC/PhzF*. (B) qPCR analysis of the *JR1*, *UBQ14* and *PhzC/PhzF* genes in their respective T-DNA mutant backgrounds compared to wild type; primer sequences for qPCR and PCR are listed (see also Figure S10). (C) Average and standard error (SE) root trait values measured from 12 day old seedlings for each of the two T-DNA mutant alleles for *JR1*, *UBQ14* and *PhzC/PhzF*, and for Col-0 wild-type plants; *n* for each genotype is listed. (D) *T*-test *P* values from analysis of the differences between trait values in mutant vs. wild type. (E) Trait values δhighN-lowN for all analyzed genotypes. (F) Trait values for F1 seedlings derived from crosses between pairs of alleles for each gene, together with crossing controls (mutant×Col0) and Col0.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

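Whole roots of 7 Arabidopsis accessions were compared in KCl and KNO3, with 3 arrays for each of 14 groups and accession, treatment and replicate taken from the deposited sample labels. The values used are signal intensities that the authors made with MAS5 in the Affymetrix software (version not stated), on a linear scale, after discarding probe elements that ranked as outliers against Col-0 in each accession and treatment (none in Col-0); no further normalization between arrays is stated. The authors also deposited 12 lists of discarded elements and a key of 22746 probe set names, which were read as lists without a unit. Depth on arrays is signal over background: array medians and the share of probe sets at a signal of 100 are given at the first result, and 36 of all signals were 0.

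Of 22810 probe sets 64 are controls. The platform annotation has an entry for 14016 probe sets, 13513 with 1 gene and 503 with several, and none for 8794, and 13367 match 1 nuclear gene. Among these, 6590 with a mean signal of at least 100 over all arrays were tested. Genes without an entry were named from Table S11, from the group means in Table S12(A) or, for list members, from Table S10, and their values are adjusted over all 22746 probe sets; they are said to lie outside the tested set. ARF8 and UBQ10 have no probe set named by these sources and are not analysed here.

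Computed here, in R 4.3.3 with limma 3.58.1, was a linear model of log2(signal + 1) on 14 group means with moderated variances and a mean-variance trend. Two-sided moderated t-tests gave the averaged response, each accession's own response and the response of 1 accession against the mean of the other 6, and F-tests gave the interaction and the differences among accessions. All p-values across probe sets were adjusted by Benjamini-Hochberg at 0.1, and classes followed the simplification described in the Methods, from the interaction down to the main effects. Gene lists (27, with 290 genes, 79 named here and 22 tested) were tested as sets with camera at a preset correlation of 0.01. Response clusters were made by average linkage at r = 0.7 and set against the trait values of Table S3, with exact permutation of the accessions. Other splits of the arrays into groups of the same sizes were drawn 100 times where more exist. The control probe sets of 3 transcripts gave the 3' to 5' ratio, and arrays were divided at a mean log2 ratio of 2.

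The genes named were those with the 10 highest and 10 lowest averaged responses of the same sign in all accessions, the 10 smallest p-values for the interaction and for the accessions, the 3 highest and 3 lowest responses of each accession, up to 4 members of each list, and the genes that the paper names or marks in Table S8. Values in the paper's tables had been seen for the genes of Table S8, NRT2.1 and NIR1. Alternatives changed the normalization, pseudocount, signal filter, probe sets, variance model, test, replicate block, threshold, trait table, cluster size and cluster r and left out each array in turn. Added after the data were seen were the 3' to 5' ratio as a covariate or block, arrays of low or high ratio alone, the highest group mean as filter, the paper's steps over all probe sets, probe sets with the same elements in both lists of an accession and, for the clusters, all probe sets.

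The procedure was tested on simulated data of 6590 probe sets with the same groups, to which changes were added. Of 50 probe sets changed 2-fold in every accession 43 were called, and 49 of 50 at 4-fold. In a single accession 9 of 50 and 32 of 50 were called, and for the interaction 0 of 50 (limma) and 9 of 50, so the test in a single accession missed most changes of 2-fold and the interaction test most changes of either size. Of 6390 unchanged probe sets 14, 3 and 2 were called for the averaged response, for Col-0 and for the interaction. In other splits of the real arrays the highest counts were 3, 1 and 87 in the same order. The simulated counts are therefore not read as the rate of false calls on these arrays. Root phenotypes other than the trait values used, the genome-wide association scan, the insertion lines and the GO enrichments are not analysed here.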

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

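In this part, the tests of the averaged calls against the 3' to 5' ratio (the comparison within accessions after its values), the division of the arrays by it, and the element test on the interaction calls alone and on the calls against the other 6 were chosen only after the result was seen.

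The response to nitrogen differed between accessions, by the F-test of the interaction in limma, for 13 probe sets. The F was 17.02 for HTB11, 16.29 for AT2G33220, 9.919 for AT4G21110, 9.655 for AT5G19510, 9.547 for AT5G45510, 7.842 for AT2G39795, 7.66 for AT3G22290, 7.454 for AT4G26410, 7.431 for AT2G32090 and 7.13 for AT4G10320. By the limma t-test of 1 accession against the mean of the other 6, the response differed for 20 probe sets in Kas-2, 2 in NFA-8, 4 in Tamm-27 and 15 in Ts-5. Chance is not excluded for these counts by 100 splits of the arrays: 8 splits gave an interaction count as large (real 13, highest other 87), and 10, 14, 14 and 23 splits did so for Kas-2 (20, highest other 189), NFA-8 (2 and 25), Tamm-27 (4 and 13) and Ts-5 (15 and 1036). Splits that call several times the real count point to a structure of the samples other than treatment.

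Those calls, and the calls of each accession's own response, may come from the discarded probe elements. If different elements in the KCl and the KNO3 list of an accession made them, the calling accession would have more differing elements than the other accessions. In the 149 calls of an own response outside Col-0, which include the 13 interaction calls at the accession that deviates most, it had 3.75 against 2.46, an excess of 1.3, above every one of 100000 random reassignments of the accession (highest 0.54; the share of 0.00001 is the smallest they can give), and 1.01 after centring each accession; for the 13 alone the excess was 1.66 (share 0.00007) and for the 41 calls against the other 6 it was 1.71 (share 0.00001). Over all tested probe sets, the number of differing elements also went with the accession's own response more than with those of the others, in 6 of 6 accessions (difference of rank correlations 0.0558 to 0.127). Since the elements were discarded on the signals of these same arrays, a true difference in signal could also have led to their removal, and a biological difference between accessions stays open.

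By the 3' to 5' ratio of the control probe sets, which the paper does not report, 18 arrays lay above 2 on the log2 scale. If a ratio that differs between KCl and KNO3 arrays had made the averaged calls, most would be lost with the ratio as a covariate. All 52 stayed with the same sign, among 116 calls with the covariate and 93 with the ratio class as a block. High ratios were spread over both treatments, with 10 KCl and 8 KNO3 arrays. With the covariate the median log2 response of the 52, in the direction of the call, was 0.631, against 0.625 without it. The covariate could thus hardly move the averaged response, and the kept calls do not decide the question. On arrays of low ratio alone, in 4 accessions (Col-0, NFA-8, Sq-8 and Var2-1), the averaged response gave 0 (limma, 350 at an unadjusted p under 0.05). The 52 kept their sign there, but their median log2 response in that direction was 0.378 (median SE 0.155), against 0.625 (0.146) on all arrays. Arrays of high ratio alone, in 3 accessions (Kas-2, Tamm-27 and Ts-5), gave 56, with 20 of the 52 (median log2 response 0.896, SE 0.211). No accession is in both fits, so ratio and accession cannot be told apart between them. In the accessions with both classes in both treatments, the mean response of the 52 was larger on the high-ratio arrays in 4 of 4 (mean difference 0.227, SE 0.0641, exact sign test p = 0.125, the smallest that 4 accessions can give), a comparison of 1 or 2 arrays per class and treatment. By probe set, 35 of the 52 were larger there in NFA-8, 31 in Var2-1, 28 in Tamm-27 and 27 in Ts-5. The 52 were called on these same arrays, so the comparison is not independent evidence. A larger averaged response on arrays of high ratio than on those of low ratio of the same accession therefore stays open as a part of these calls, beside a biological response.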

How the results depend on the processing

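The alternatives on the 3' to 5' ratio, the highest group mean, the paper's steps over all probe sets, all probe sets for the clusters and the same elements in both lists of an accession were chosen after seeing the data. Of 479 values of counts and other results under alternatives without left-out arrays 331 stayed on the same side of their limit. Of 1873 such values of named genes, called or not called in the main fit, 1721 kept that state, 144 lost a call, 8 gained one and 0 reversed. With 1 array left out 4544 of 4746 kept their state, 187 lost a call, 15 gained one and 0 reversed. Values that were not called and stayed so are among those kept, so these are not shares of calls that held. The F values of the interaction and of the accessions have no sign and cannot reverse. Of the 52 averaged calls 44 were shared with quantile normalization, 48 with the unmoderated test and 51 with the replicate block (all but AT1G04790), and of the 13 interaction calls 11, 13 and 13. The labels do not say whether arrays with the same replicate number belong together. Their deviations correlated with a median of 0.0249 over 273 pairs of groups (104 above 0.1). Arrays with different numbers had -0.0204 over 546 pairs (139 above 0.1). Within accessions the median for the same number was 0.185 (11 of 21 above 0.1), so a pairing there is not excluded, and it was not modelled. The replicate block, which is shared by all accessions, gave 56 averaged calls and 92 in Kas-2. It moved no other count by over 1.5 times. The planned restriction to probe sets with the same elements in every accession left 3 probe sets, 0 of them tested, and gives no value. The array weights did not converge fully by limma's own warning. Signal over background limits what can be called, since 6590 of 13367 probe sets of 1 nuclear gene pass the signal filter. Below, own stands for the number of probe sets called in 1 accession, against 6 for those whose response differs in that accession from the mean of the others, and the class names for their counts, each beside the setting that moved it. The cause of the changes was not tested, except that fewer arrays or probe sets enter where the setting says so.

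With quantile normalization, own Sq-8 48, Kas-2 against 6 11, Sq-8 against 6 25 and probe sets in trait clusters 0. With log2(signal + 16), own Ts-5 30. Without a signal filter, averaged response 31, own Kas-2 30, own Sq-8 62, own Ts-5 114, Kas-2 against 6 8, Sq-8 against 6 22, Ts-5 against 6 37, accessions 6024 and N*Accession class 55. With a mean signal of at least 200, own Kas-2 97, own Sq-8 7, own Ts-5 29 and interaction 21. Over all probe sets whatever the number of genes, averaged response 106, own Kas-2 147, own Tamm-27 23, interaction 29, Kas-2 against 6 46, Sq-8 against 6 13, Tamm-27 against 6 8, Ts-5 against 6 41, accessions 7621, Accession only class 4943, N only class 31, N,Accession class 147, N*Accession class 53 and probe sets in trait clusters 720. Without a mean-variance trend, Sq-8 against 6 4. With array weights, averaged response 325, own Col-0 1, own Kas-2 933, own NFA-8 151, own Sq-8 12, own Tamm-27 134, own Ts-5 9, own Var2-1 1038, interaction 728, Col-0 against 6 2, Kas-2 against 6 600, NFA-8 against 6 57, Sq-8 against 6 7, Tamm-27 against 6 88, Ts-5 against 6 9, Var2-1 against 6 409, accessions 6101, Accession only class 5075, N,Accession class 165 and N*Accession class 790. With the unmoderated test of the Methods, own NFA-8 5, Sq-8 against 6 12 and N*Accession class 39. With the replicate block, own Kas-2 92. At a threshold of 0.05, averaged response 32, own Kas-2 26, own Sq-8 10, own Ts-5 15, Kas-2 against 6 9 and Ts-5 against 6 5. With camera and an estimated correlation, adjusted p of the shoot photosynthesis list 0.280 and adjusted p of the touch and wounding list 0.280. With fry, adjusted p of the shoot photosynthesis list 0.235 and adjusted p of the touch and wounding list 0.235. With clusters of at least 10, probe sets in trait clusters 474. With clusters defined at r = 0.8, probe sets in trait clusters 0. Over the probe sets past the averaged threshold, median r of responses 0.561, where selection on the average of the same responses raises r by itself.

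With the 3' to 5' ratio as covariate, averaged response 116, own Kas-2 137, own NFA-8 6, own Sq-8 77, own Ts-5 187, interaction 43, Kas-2 against 6 39, NFA-8 against 6 5, Sq-8 against 6 32, Tamm-27 against 6 8, Ts-5 against 6 76, N only class 29, N,Accession class 126 and N*Accession class 132. With the ratio class as block, averaged response 93, own Kas-2 95, own NFA-8 6, own Sq-8 63, own Tamm-27 20, own Ts-5 173, interaction 33, Kas-2 against 6 36, Sq-8 against 6 22, Tamm-27 against 6 10, Ts-5 against 6 68, N only class 26, N,Accession class 127 and N*Accession class 115. On arrays of low ratio, averaged response 0, own Sq-8 7, interaction 3, Sq-8 against 6 2, accessions 2557, Accession only class 1510, N only class 0, N,Accession class 1 and N*Accession class 4 (for each 0, limma, with 350 for averaged response at an unadjusted p under 0.05). On arrays of high ratio, own Kas-2 177, own Tamm-27 2, own Ts-5 83, interaction 78, Kas-2 against 6 75, Tamm-27 against 6 1, Ts-5 against 6 42, accessions 1576, Accession only class 586, N only class 29, N*Accession class 590 and JR1 r 0.757. With a highest group mean of at least 100, own Col-0 1, own Sq-8 75, own Ts-5 112, Col-0 against 6 1, Sq-8 against 6 20, Ts-5 against 6 51 and N*Accession class 43. With the paper's steps over all probe sets, averaged response 107, own Col-0 1, own Kas-2 110, own Sq-8 91, own Tamm-27 25, own Ts-5 197, interaction 41, Kas-2 against 6 39, Sq-8 against 6 34, Tamm-27 against 6 9, Ts-5 against 6 96, accessions 8840, Accession only class 5310, N only class 31, N,Accession class 176, N*Accession class 138 and genes of the association intervals 14. Over probe sets with the same elements in both lists of the accession, own Kas-2 0, own NFA-8 0, own Sq-8 3, own Tamm-27 0 and own Ts-5 0 (for each 0, limma, with 30 for own Kas-2, 11 for own NFA-8, 3 for own Tamm-27 and 16 for own Ts-5 at an unadjusted p under 0.05).

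With 1 array left out the ranges were averaged response 37 to 75, own Col-0 0 to 1, own Kas-2 13 to 95, own NFA-8 2 to 5, own Sq-8 0 to 205, own Tamm-27 2 to 18, own Ts-5 18 to 139, own Var2-1 0 to 1, interaction 8 to 23, Kas-2 against 6 5 to 45, NFA-8 against 6 2 to 5, Sq-8 against 6 0 to 121, Tamm-27 against 6 0 to 8, Ts-5 against 6 11 to 62, accessions 3560 to 4182, Accession only class 2237 to 2986, N only class 6 to 18, N,Accession class 46 to 101, N*Accession class 16 to 62, genes of the association intervals 9 to 10, JR1 r 0.622 to 0.763 and median r of responses 0.00830 to 0.0438.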

Differences from the paper's values

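The classes are set beside the paper's at its false discovery rate of 0.1. The paper gives 5043 genes in the accession-only class and 2610 of 6590 probe sets were found here. Of the alternatives set before the data were examined, the counts without a signal filter (3620 of 13367), over all probe sets whatever the number of genes (4943 of 12612) and with array weights (5075 of 6590) come within 1.5 times the paper's. Those with quantile normalization, other pseudocounts, a signal of at least 200, no mean-variance trend, the unmoderated test of the Methods, the replicate block and the threshold of 0.05 do not. These are raw counts from sets of unlike size, so a near count need not mean a like share. For the nitrogen-only class the paper gives 29 and 10 were found, and of these alternatives only all probe sets (31) comes within that range. For the nitrogen, accession class the paper gives 123 and 63 were found, with all probe sets (147) and array weights (165) within the range. For the nitrogen*accession class the paper gives 127 and 25 were found, and none of these alternatives is within the range.

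Settings chosen after seeing the values also come within it. The paper's steps over all probe sets gave 5310, 31, 176 and 138 in the order above, chosen after seeing the values, and drop from their class 45 of the 1719 genes of the accession-only class that the copy of Table S11 holds, 10 of 29, 5 of 123 and 0 of 127. The 3' to 5' ratio as a covariate gave 29, 126 and 132 in the 3 classes with a nitrogen effect, chosen after seeing the values, and drops 20, 73 and 85 of the paper's genes, of which 16, 70 and 81 are not in the tested set and 4, 3 and 4 were tested and placed elsewhere. The class of that ratio as a block gave 26, 127 and 115, chosen after seeing the values, and drops 21, 74 and 86 (the same 16, 70 and 81 untested, and 5, 4 and 5 placed elsewhere), and the high-ratio arrays alone gave 29 in the nitrogen-only class, chosen after seeing the values, and drop 27 of 29 (16 untested and 11 placed elsewhere).

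The paper gives 0.91 as the lowest r squared of replicates, and 0.276 was found in the tested set on log2 signals; over all probe sets (0.464) and on linear signals (0.253) it differs too. The paper gives about 10% of probe sets with all 11 elements left, and the mean of the lists was 26.3%, or 23.8% for probe sets with a signal of at least 100, which differs as well.

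For PhzC the paper's Table S12(A) gives other mean signals in every group, namely 89.23 against 983.1 in Col-0 KCl, 82.63 against 1111 in Col-0 KNO3, 71.13 against 770.9 in Kas-2 KCl, 75.53 against 967.9 in Kas-2 KNO3, 63.57 against 431.7 in NFA-8 KCl, 62.8 against 659.8 in NFA-8 KNO3, 71.5 against 799.9 in Sq-8 KCl, 74.77 against 926.3 in Sq-8 KNO3, 71.97 against 286.8 in Tamm-27 KCl, 114.3 against 613.5 in Tamm-27 KNO3, 87.27 against 752 in Ts-5 KCl, 98.27 against 416.7 in Ts-5 KNO3, 59.3 against 777 in Var2-1 KCl and 74.23 against 1026 in Var2-1 KNO3 (the paper's value first). The paper's means equal those of the probe set annotated to AT3G54970.

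The paper gives UBQ14 an effect of the interaction, and here it varied among accessions with an interaction adjusted p of 0.449 over all probe sets (limma). With array weights, or without NFA-8 KNO3 replicate 2 (adjusted p = 0.036), the interaction passed, over a range of 0.014 to 1.00 in the alternatives. With the paper's steps over all probe sets, chosen after seeing the values, model simplification placed UBQ14 in the nitrogen*accession class, as in the paper. NRT2.1 responds to nitrogen in the paper, which tested that term among genes past its model threshold. Here its averaged adjusted p over all 22746 probe sets, an unlike test, was 0.144 (limma). With array weights it passed (0.0119), over a range of 0.0119 to 0.993 in the alternatives, and in 7 of the 42 fits without 1 array. With the paper's steps over all probe sets, chosen after seeing the values, 118 of the 123 genes of the nitrogen, accession class kept that class. In the paper JR1 belongs to a cluster correlated with the length difference, and its cluster here had r = 0.49. In Table S5(A) the lengths of Sq-8 and Tamm-27 stand in each other's place relative to Table S3; the paper describes Sq-8 as a strong responder to nitrogen, which goes with the difference of 0.235 cm in Table S3 and not with the 0.0232 cm that Table S5(A) gives it.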

Other observations

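Chosen only after the result was seen were the low-ratio and high-ratio subsets for JR1, the examples outside the tested set, and the rules that decide the tests on the Col-0 replicates, on JR1 with the ratio class as a block and on splits where the real count is 0.

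Genes outside nitrogen metabolism were followed in the remaining lists. The list of shoot photosynthesis genes, read as markers of other tissue, was higher in KNO3 as a set (camera adjusted p = 0.0499), and this call was lost (adjusted p = 0.280 with an estimated correlation). Its tested members were PSAE1 (1.23, SE 0.46, adjusted p = 0.384, from -0.34 in Tamm-27 to 3.41 in Var2-1) and RCA (0.53, adjusted p = 0.761), with 0 higher and 0 lower (limma, 1 higher adjusted over the list alone). The list of touch and wounding genes, ZAT10 (0.58, adjusted p = 0.484) and CML38 (0.46, adjusted p = 0.794), was also higher as a set (camera adjusted p = 0.0758, adjusted p = 0.280 with an estimated correlation), with 0 higher and 0 lower (limma, 1 higher over the list alone). Auxin and lateral root genes (LBD16 -0.24, PUCHI -0.13; camera adjusted p = 0.519), heat shock (HSP17.6C 0.53, HSP22 -0.15; 0.889), root hair (EXP7 0.51, EXP18 -0.55; 0.889) and the reference genes (TIP41L -0.03, SAND -0.01; 0.889) had no called member in the tested set and no call as a set. Single tested members were GSL-OH of the glucosinolate list (0.21) and GI of the clock (0.08), and cICDH, the single tested member of the organic acid list, was lower when adjusted over the list alone.

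Outside the tested set, over all probe sets in limma, the auxin influx carrier AUX1 fell by 0.76 on average (SE 0.15, adjusted p = 0.0229, from -1.73 in Kas-2 to 0.44 in Ts-5). The jasmonate synthesis gene AOS had an average of 0.98 (SE 0.17, adjusted p = 0.0105), but its response differed between accessions (interaction adjusted p = 0.0624), from 2.92 in Sq-8 to -1.01 in Ts-5, and it falls in the nitrogen*accession class here as in the paper. They were chosen after their values were seen. The lists of nitrate transport, nitrate reduction, ammonium assimilation, ammonium transport, cytokinin, mitotic cell cycle, jasmonate, phosphate, iron, sulfur, the FLC clade, hypoxia, xylem, endodermis and root meristem had 0 tested members.

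Across the 6590 probe sets the responses of 2 accessions had a median r of 0.0358 over 21 pairs, from -0.0975 (Col-0 and Var2-1) to 0.276 (Kas-2 and Var2-1), and the SD of the response was smallest in Col-0 (0.335) and largest in Sq-8 (0.662).

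Chance is excluded by 100 splits of the arrays for the averaged response (1 split as large, the real one; 52 against a highest other of 3), the differences among accessions (1; 3943 and 482) and the accession-only (1; 2610 and 63), nitrogen-only (1; 10 and 4) and nitrogen, accession classes (1; 63 and 14). It is not excluded for the nitrogen*accession class (11 splits; 25 and 245). For Col-0, Sq-8 and Var2-1 against the other 6 the real count is 0, which all 100 splits reach whatever the data, so the splits decide nothing there (limma, 79, 651 and 198 at an unadjusted p under 0.05; highest other 5, 118 and 6). For the own responses 3 against 3 arrays give 10 splits, so a share under 0.05 cannot be reached; the number as large, the real count and the highest other were 10, 0 and 1 in Col-0, 1, 56 and 12 in Kas-2, 2, 3 and 12 in NFA-8, 6, 27 and 109 in Sq-8, 1, 12 and 3 in Tamm-27, 4, 51 and 648 in Ts-5 and 10, 0 and 1 in Var2-1 (limma, 36 and 258 at an unadjusted p under 0.05 in Col-0 and Var2-1). Splits with several times the real count, as in Sq-8 and Ts-5, point to a structure of the samples.

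Replicates lay closer in Col-0 than in the other accessions on log2 signals of the tested set, and on linear signals of the tested set and of all probe sets (median 0.861 and 0.876), though on log2 signals over all probe sets its median (0.775) lay under those of Tamm-27 (0.836), NFA-8 (0.817) and Kas-2 (0.808). Arrays of low and high 3' to 5' ratio within a group, or the elements discarded in the other accessions, could each account for it. Low-ratio pairs outside Col-0 had a median r squared of 0.709, against 0.748 for the lowest Col-0 pair, with 3 of 8 pairs at or above it, while mixed pairs of those accessions had 0.51, with 1 of 10 at or above it. The value decides neither, since the low-ratio pairs lie on both sides of the lowest Col-0 pair, so these explanations cannot be told apart, and a difference between the accessions themselves was not tested.

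The hypothesis that the 3' to 5' ratio sets the correlation of JR1 with the length difference was tested with the ratio class as a block, where r was 0.689. The block moved no JR1 response by more than 0.00258 (SE 0.529), so this test decides nothing. On low-ratio arrays alone r was 0.251 over 6 accessions and on high-ratio arrays alone 0.757 over 5, and with 1 accession left out of all 7 r ran from 0.585 to 0.965.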
